# Ataxin1L Is a Regulator of HSC Function Highlighting the Utility of Cross-Tissue Comparisons for Gene Discovery

**DOI:** 10.1371/journal.pgen.1003359

**Published:** 2013-03-28

**Authors:** Juliette J. Kahle, George P. Souroullas, Peng Yu, Fabian Zohren, Yoontae Lee, Chad A. Shaw, Huda Y. Zoghbi, Margaret A. Goodell

## Abstract

Hematopoietic stem cells (HSCs) are rare quiescent cells that continuously replenish the cellular components of the peripheral blood. Observing that the ataxia-associated gene *Ataxin-1-like* (*Atxn1L*) was highly expressed in HSCs, we examined its role in HSC function through *in vitro* and *in vivo* assays. Mice lacking Atxn1L had greater numbers of HSCs that regenerated the blood more quickly than their wild-type counterparts. Molecular analyses indicated *Atxn1L* null HSCs had gene expression changes that regulate a program consistent with their higher level of proliferation, suggesting that *Atxn1L* is a novel regulator of HSC quiescence. To determine if additional brain-associated genes were candidates for hematologic regulation, we examined genes encoding proteins from autism- and ataxia-associated protein–protein interaction networks for their representation in hematopoietic cell populations. The interactomes were found to be highly enriched for proteins encoded by genes specifically expressed in HSCs relative to their differentiated progeny. Our data suggest a heretofore unappreciated similarity between regulatory modules in the brain and HSCs, offering a new strategy for novel gene discovery in both systems.

## Author Summary

Our labs, working separately on brain function and blood stem cells, noticed that a particular gene involved in movement disorders was also expressed in the blood system. We discovered through bone marrow transplantation experiments that this gene, called Ataxin-1-like, normally plays a role in restricting the number of blood-forming stem cells; stem cells lacking this gene were more numerous and more active. We wondered if this brain-blood similarity would hold for a larger number of genes, so we used bioinformatics approaches to compare large datasets our labs had generated from each system. We found that a surprising number of genes implicated in autism and ataxia by molecular studies were also highly expressed in blood-forming stem cells. We suggest that such cross-system comparisons could be used more widely to discover genes with important functions in brain and blood, but also perhaps other systems.

## Introduction

Lifelong blood production is sustained by a quiescent reserve of hematopoietic stem cells (HSCs), which have the capacity to generate both additional stem cells (self-renewal) and differentiated blood cells. The balance between self-renewal and differentiation is tightly regulated and also flexible, ensuring adequate blood production under a variety of conditions while also maintaining a stem cell pool. While knock-out (KO) mice have allowed the identification of a number of genes that influence this balance, the relative scarcity of HSCs in the bone marrow limits the application of some genome-wide technologies that would uncover additional critical players and the basic biology of their regulation.

In contrast to the active turnover of the hematopoietic system, the brain is relatively static; it is primarily composed of terminally differentiated neurons and glia, but also contains rare self-renewing stem cells. We knew from the literature that a number of genes that exhibit roles in neurogenesis and neuronal function also play a key role in hematopoiesis. For example, *Gfi1* is critical for Purkinje cell function in the brain [1], as well as maintenance of hematopoietic stem cell function and myeloid development [2]. In addition, *Scl/Tal1* is critical for HSC development and function [3] and also for normal brain development [4].

With these examples in mind, when *Ataxin-1L*, which has been implicated to play a role in neurological disease [5], [6], but has no known hematopoietic function, was highly expressed in a microarray from HSCs [7], we wanted to test whether it too played a role in both tissues. We thus tested its function in the hematopoietic system through *in vitro* and *in vivo* assays using Atxn-1L null mice. We discovered that Atxn-1L is a strong negative regulator of hematopoietic stem cells, as knock-out mice exhibit greater numbers of more active stem cells. These data, together with the literature examples above, led us to examine the brain-blood relationship in a systematic way using bioinformatics strategies. Here, we show that genes and proteins identified functionally or by computational approaches as relevant in the brain are also implicated in hematopoiesis by multiple criteria, supporting the value of cross-tissue comparisons for gene discovery.

## Results

### *Atxn1L* KO mice display augmented HSC function

*Atxn1L* is a paralog of *ATXN1 (aka ATAXIN1)* [5], [8], originally identified in humans as the gene mutated in Spinocerebellar ataxia type 1 (SCA1) [9], [10]. *ATXN1* has a triplet repeat sequence that becomes expanded and pathogenic in SCA1 patients, resulting in progressive ataxia with age. *Atxn1L* expression is highly overlapping with that of *Ataxin1*, and the two genes are at least partially functionally redundant [5]. Double Atxn1/Atxn1L knockout (KO) mice have a set of severe phenotypes absent in either of the single KO mice and die shortly after birth [11]. The phenotypes of the double KO mice include hydrocephalus, omphalocele, and a lung alveolarization defect. Hematopoietic system phenotypes of the single or double KO mice have not been previously reported.

Here we focused on *Atxn1L* because of its high expression in the hematopoietic system. Having a mouse with a null allele for Ataxn1L in our lab [11] and little prior information about any potential function for this gene in the hematopoietic system, we proceeded to study its function in HSCs.

*Atxn1L* is expressed in multiple hematopoietic lineages, but most highly in the stem cells, with an expression level comparable to that of other key hematopoietic regulators such as *Gfi1* and *Scl/Tal1* (Figure 1). To determine whether Atxn1L plays a role in HSC function, we first examined complete blood counts of adult *Atxn1L^−/−^* mice and the proportions of myeloid and lymphoid cells in the peripheral blood. There were no significant differences from the numbers in their wild-type counterparts (data not shown). Similarly, bone marrow progenitor populations were present at normal frequency, however, there was a slight increase in the proportion of long-term HSCs (*P* = 0.047) (Figure 1).

**Figure 1:**
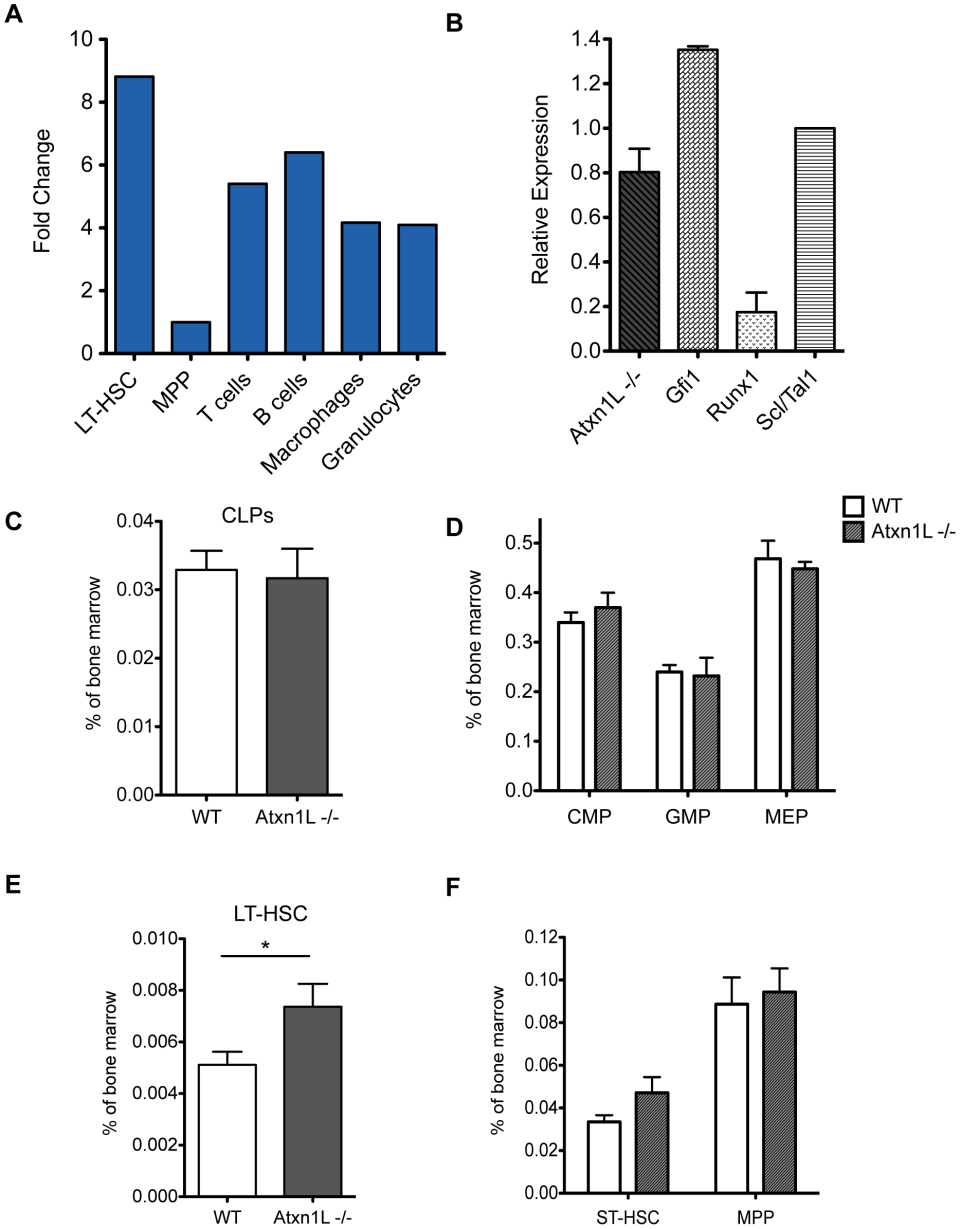
Expression of *Atxn1L* in the hematopoietic system and frequency of progenitors in knock-out animals. A. Real-time rt-PCR analysis of *Atxn1L* expression in the indicated purified populations, normalized to the level in MPPs. LT-HSC: long-term hematopoietic stem cells; MPP: multipotent progenitors (MPP). Terminally differentiated cells were purified from the peripheral blood. B. Real-time rt-PCR analysis of expression of the indicated genes in purified LT-HSCs, normalized to *Scl/Tal1*. Data are representative of two independent experiments. C, D. Analysis of the proportion of the indicated populations in the bone marrow of WT vs *Atxn1L^−/−^* mice. CLP: common lymphoid progenitors, CMP: common myeloid progenitors, GMP: common myeloid progenitors, MEP: megakaryocyte-erythroid progenitors. E. Analysis of the proportion of LT-HSCs cells in the bone marrow of WT vs. *Atxn1L^−/−^* mice (t-test, *P = 0.047*). F, Analysis of the proportion of ST-HSCs and MPPs. ST-HSC: short-term HSCs. LT-HSCs: Lineage^−^, Sca-1^+^, c-kit^+^, CD34^−^, Flt3^−^; other populations defined as in methods. In C–F, n≥5; bars indicate the mean plus standard error.

Because *Atxn1L* is most highly expressed in HSCs, we next examined HSC function via bone marrow transplantation studies. We first carried out competitive whole bone marrow transplantation assays in which KO bone marrow was competed against WT bone marrow from syngeneic strains of mice that are distinguishable using the CD45.1 and CD45.2 allelic system (Figure 2A). Equal numbers (250×10^3^) of *Atxn1L^−/−^* donor and WT competitor whole BM cells were transplanted into lethally irradiated recipients and their contribution to peripheral blood production was assessed at 4-week intervals. The contribution of *Atxn1L^−/−^* BM to peripheral blood regeneration four weeks after the transplant was equivalent to WT; however, over time, the contribution of *Atxn1L^−/−^* increased significantly such that 70–80% of the blood was derived from the bone marrow of *Atxn1L* KO mice, whereas the controls, in which WT bone marrow was competed with WT bone marrow, remained around 50% (Figure 2B). The difference in repopulation activity between WT and KO bone marrow at 16 weeks, when the majority of the blood cells are considered derived from stem cells within the transplanted bone marrow was highly significant (*P<0.01*).

**Figure 2:**
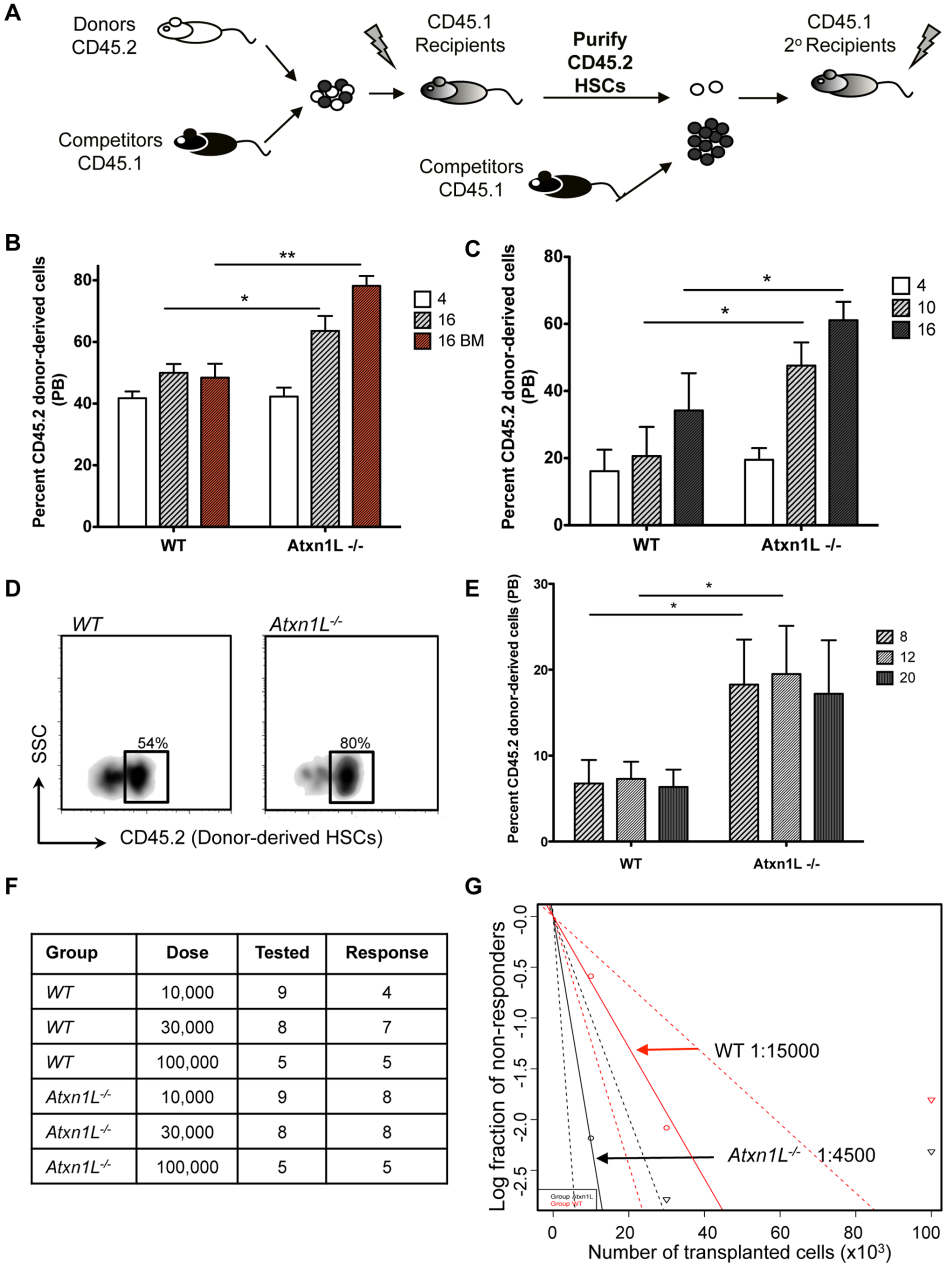
*Atxn1L^−/−^* mice have enhanced HSC function. A. Schematic of the experimental design. Equal numbers of bone marrow (BM) cells from WT (competitors) and *Atxn1L* ^−/−^ or WT (donor) cells were transplanted into lethally irradiated recipients. For secondary transplants, HSCs were purified from primary recipients and transplanted into new recipients along with fresh whole BM competitor cells. B. Competitive whole BM transplants comparing the engraftment ability of WT vs *Atxn1L^−/−^* cells. White and grey bars indicate peripheral blood contribution at 4 and 16 weeks post transplant. Red bars indicate donor cell contribution to bone marrow after 16 weeks. C. Peripheral blood chimerism after purified HSC transplantation at the indicated weeks. Twenty purified HSCs from WT and *Atxn1L^−/−^*mice were transplanted along with 250,000 WT competitor BM cells. D. Analysis of the proportion of donor-derived HSCs obtained from transplant recipients as pooled from 5 mice. HSCs were defined as SP^KSL^+CD150+ cells. E. Peripheral blood chimerism after secondary transplants from HSC-transplanted mice from (D) at the indicated weeks (n = 5). F. Limiting dilution competitive repopulation assay with the indicated numbers of WT and *Atxn1L^−/−^* BM cells. The table shows the number of mice tested in each group and the number of mice that were engrafted with donor cells (contribution to blood>0.1%). G. The graph shows the percentage of mice that contain less than 0.1% multi-lineage engraftment 12 weeks post transplant. The HSC frequency was calculated using the L-Calc software according to Poisson statistics (two-tailed t-test; p = 0.016). (* *P<0.05*, ** *P<0.01*). All bone marrow transplantation experiments were repeated at least twice with similar results. All graphs display the mean plus standard error.

Because the bone marrow of *Atxn1L* KO mice harbored a slightly higher proportion of phenotypically-defined HSCs (Figure 1), we wanted to determine whether the higher peripheral blood reconstitution activity of *Atxn1L^−/−^* bone marrow was simply due to a higher number of HSCs, or a higher inherent repopulating activity of mutant HSCs. To test this, we examined the repopulation ability of HSCs purified from KO and WT bone marrow. Twenty HSCs (side population (SP), c-Kit^+^ Sca1^+^ Lineage^−^ (KLS) CD150+) were mixed with 250,000 WT whole bone marrow cells and transplanted into lethally irradiated recipient mice. We found that *Atxn1L^−/−^* HSCs were superior in regeneration of the hematopoietic system, providing nearly double the blood contribution at 16 weeks after transplant (*P*<0.05) (Figure 2C). When the bone marrow of these recipient mice was examined 16 weeks after transplantation, almost 80% of the HSCs were donor-derived in mice transplanted with *Atxn1L* null HSCs, compared to 50% in the WT control group (*P*<0.05) (Figure 2D). This significantly better reconstituting activity of purified *Atxn1L^−/−^* HSCs indicates that *Atxn1L^−/−^* null mice harbor more HSCs that are inherently more active.

Bone marrow or stem cell transplantation assesses the ability of HSCs to repopulate the bone marrow and differentiate, but the ability of stem cells to self-renew is most rigorously assessed by secondary transplantation. To examine whether the self-renewal capacity of *Atxn1L^−/−^* HSCs was also enhanced, we re-isolated HSCs from the bone marrow of primary transplant recipients and re-transplanted them with fresh competitor bone marrow into secondary recipients (Figure 2A). Again, the performance of the *Atxn1L^−/−^* HSCs was superior to WT HSCs (*P*<0.05), with nearly double the activity in this rigorous assay (Figure 2E).

Finally, since both primary and secondary HSC transplants rely on the phenotypic definition of HSCs, we carried out a limiting dilution assay to assess the presence of functional repopulating units in WT compared with *Atxn1L^−/−^* bone marrow. This assay does not rely on competition, and is considered the most exacting to observe relative functional HSC activity [12]. In mice transplanted with the lowest doses of WT bone marrow (10,000 cells), less than half of the mice were engrafted. In contrast, 8/9 animals transplanted with the same amount of bone marrow from KO mice were engrafted (Figure 2F, 2G). These data indicate that the frequency of repopulating units in *Atxn1L^−/−^* marrow is ∼1/4500 cells, while the frequency in WT marrow is ∼1/15,000 cells (the latter being in line with standard estimates).

Together, these data establish that *Atxn1L^−/−^* mice have enhanced HSC activity. The slightly higher frequencies of phenotypically defined HSCs in bone marrow can not account for the significantly higher functional HSC activity observed by bone marrow and stem cell transplantation experiments. Thus, Atxn1L appears to be a negative regulator of HSC function.

### *Atxn1L* does not influence homing of HSCs to the recipient bone marrow

One known factor that contributes to repopulation efficiency after bone marrow transplantation is the ability of the HSCs and their progenitors to home to the bone marrow niche. Thus, we tested whether the superior activity of *Atxn1L^−/−^* HSCs could be attributed to enhanced bone marrow homing. We intravenously transplanted 30,000 purified hematopoietic progenitors (c-Kit+, Sca-1+ Lineage− (KSL) cells into lethally irradiated recipient mice, and sacrificed the recipients 18 hours later to examine the proportion of progenitors reaching the femurs and tibias using flow cytometry (Figure 3A). We found no difference between the number of WT and *Atxn1L^−/−^*cells that were able to home within 18 hours (Figure 3B, 3C). In addition, we plated a portion of the bone marrow extracted from these recipients into methylcellulose media to assess colony formation activity from donor cells, a further indication of homing efficiency. In contrast to the direct homing assay, we found a significant increase (*P*<0.01) in the number of colonies generated from the *Atxn1L^−/−^* donor cells compared to WT (Figure 3D). This finding suggests that although similar numbers of progenitors are reaching the bone marrow, the *Atxn1L^−/−^* progenitors are significantly more proliferative. Since long-term HSCs are only a small portion (∼10%) of the KSL fraction, the above result largely reflects the properties of short-term HSCs and committed progenitors. Together, these data indicate that increased homing of hematopoietic progenitors is not likely to be a major factor contributing to the enhanced repopulating potential of the *Atxn1L^−/−^* HSCs, and underscores the observation of augmented activity from the mutant HSCs.

**Figure 3:**
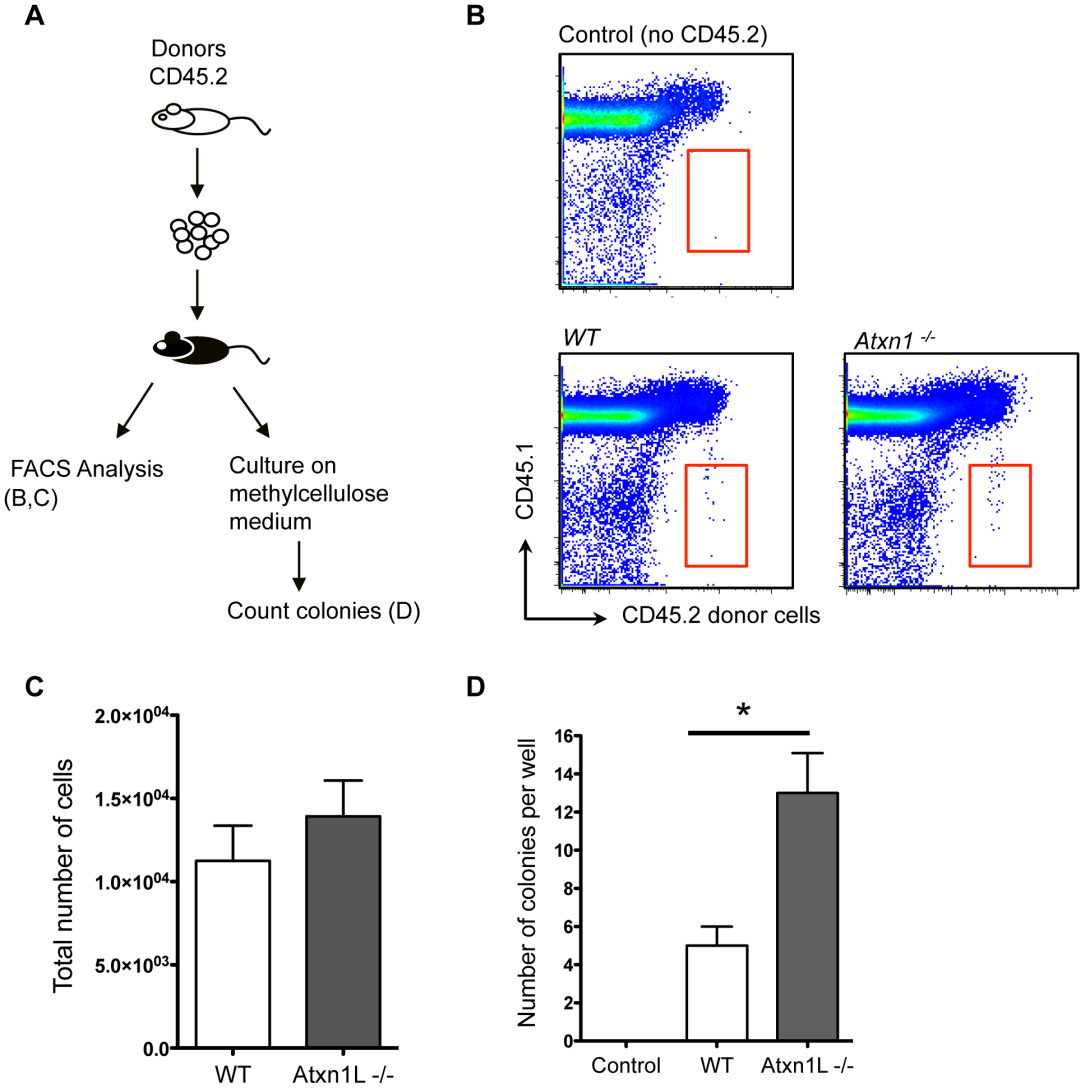
Loss of *Atxn1L* does not affect the ability of HSCs to home to the recipient marrow after transplantation. A. Schematic of experimental design. 30,000 CD45.2 hematopoietic progenitors (lin−, Sca-1+, c-kit+, [KSL]) were purified and transplanted into CD45.1 recipient mice (n = 7 per genotype). (B) 18 hours post transplant, bone marrow from the recipient mice was analyzed by flow cytometry for the presence of CD45.2 donor-derived cells. Representative of two independent experiments. C. The graph shows the absolute number of WT vs Atxn1L^−/−^ donor-derived cells in the BM of recipient mice. (Not significantly different.) D. A portion of the KSL cells that were transplanted into CD45.1 recipient mice was also plated on methylcellulose medium to assess cell proliferation. The graph shows the average number of colonies from triplicate plates derived from WT vs. Atxn1L^−/−^ progenitor cells after 12 days in culture (*P<0.01*). Error bars indicate standard error of the mean.

### Loss of *Atxn1L* enhances HSC proliferation both *in vitro* and *in vivo*

To test the hypothesis that *Atxn1L^−/−^* HSCs are more proliferative, we performed both *in vivo* and *in vitro* assays. We sorted single HSCs from unperturbed *Atxn1L^−/−^* mice into hematopoietic colony-promoting methylcellulose media in 96-well plates, counted the total number of colonies at multiple times points, and analyzed colony morphology to determine their myeloid differentiation potential. We found a higher number of colonies derived from the *Atxn1L^−/−^* vs. WT HSCs when counted after 7 days (*P*<0.01), although this difference was not as significant after 14 days, suggesting that the rate of growth of the colonies was faster in the *Atxn1L^−/−^* group than the WT, consistent with a higher proliferation rate. There was no difference in the colony types produced (Figure 4B).

**Figure 4:**
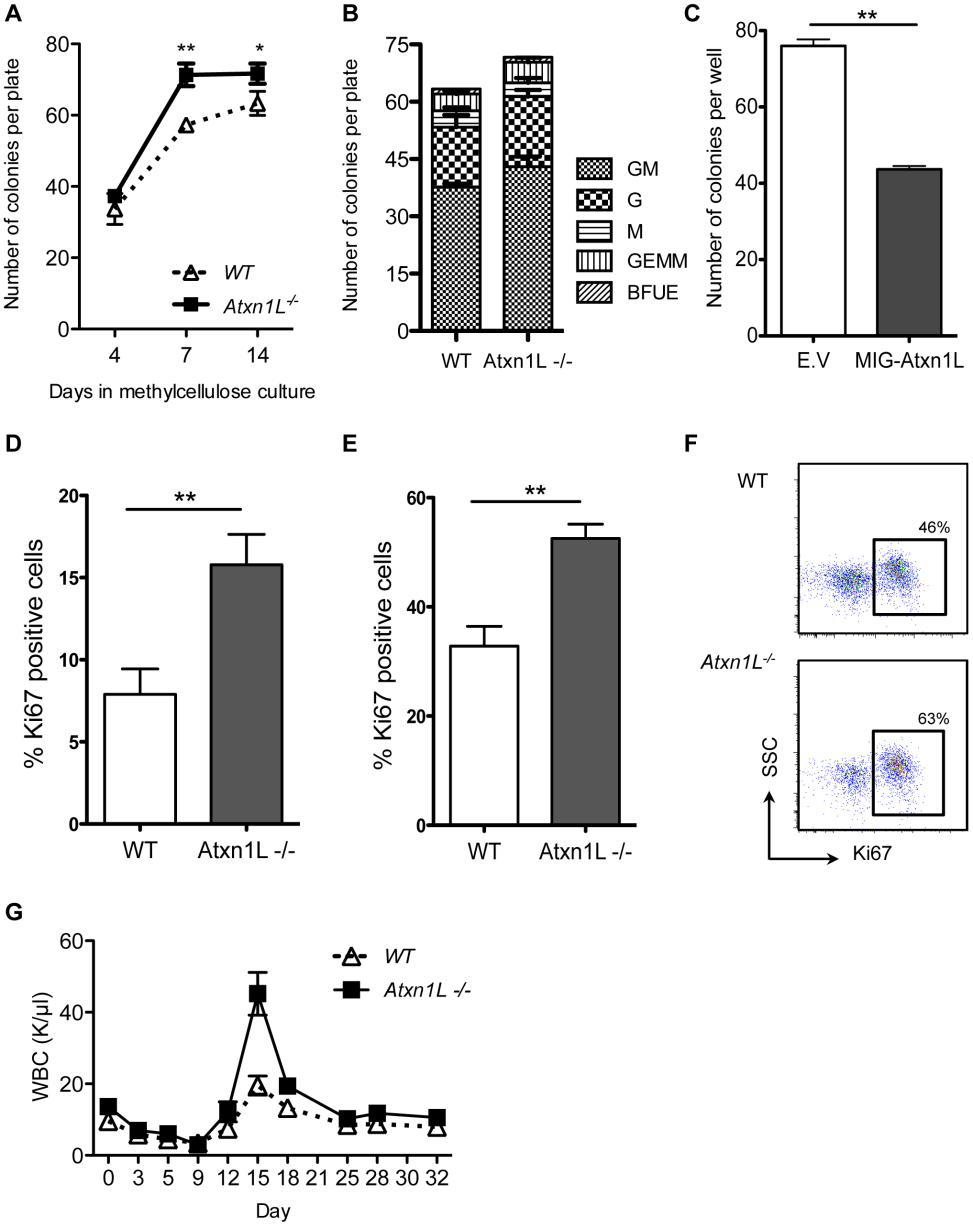
Loss of *Atxn1L* results in more proliferative hematopoietic stem and progenitor cells. A. Individual HSCs were sorted into 96-well plates containing methylcellulose media and colonies were counted and scored based on their morphology at the indicated time points. B. Proportions of colony types. C. Colony numbers from BM cells transduced with *Atxn1L*-overexpressing retrovirus compared to a GFP-only control vector (E.V). Results represent the average of three 96-well plates (*P<0.01*). D and E. *In vivo* proliferation analysis of WT vs *Atxn1L^−/−^* HSCs (D) (KSL, Flk2^−^, CD34^−^) and hematopoietic progenitors (E) (KSL) by Ki67 staining (n = 5, *P<0.05*). F. Representative flow cytometry plots of Ki67 staining on hematopoietic progenitors (KSL). G. Complete blood counts over time of blood from WT and *Atxn1L^−/−^* mice after a single injection of 5-FU. (n = 10/genotype, *P = 0.0007*). The graph shows representative data from three independent experiments. All graphs display the mean plus standard error.

To determine whether overexpression of Atxn1L would cause the opposite phenotype, we cloned *Atxn1L* into a retroviral vector that also expresses GFP downstream of an IRES that is cloned in tandem with the Atxn1L coding sequence. Hematopoietic progenitor cells were transduced with the virus, cultured for 24 hours, and GFP+ cells were sorted into wells containing methylcellulose medium. Stem and progenitor cells over-expressing Atxn1L generated fewer colonies compared to cells transduced with an empty vector control (*P*<0.01) (Figure 4C), consistent with a role for Atxn1L in negatively regulating HSC proliferation.

To examine whether *Atxn1L^−/−^* cells exhibited altered proliferative activity directly, we purified HSCs and immunostained them for Ki67, a marker of cycling cells. As expected, only a small portion of WT HSCs were Ki67-positive, whereas the proportion of Ki67-positive cells in *Atxn1L^−/−^* KO HSCs was significantly higher (*P*<0.01) (Figure 4D). This was also true in a less purified progenitor population (c-kit+, Sca-1+, lineage− (KSL), *P<0.01*) (Figure 4E, 4F).

If *Atxn1L^−/−^* HSCs have enhanced proliferation *in vivo*, this may be manifested in a differential response to agents that are toxic to proliferating cells. We thus tested the response of WT and *Atxn1L^−/−^* mice to a single injection of 5-FU by measuring their CBCs over an extended period of time. Overall recovery time was unchanged; however, recovery of white blood cells reached a higher peak at days 15–17 (*P = 0.0007*) (Figure 4G), consistent with a greater proliferative response from mutant stem and progenitor cells (Figure 4D–4F). Recovery of platelets and RBCs showed no significant differences (not shown). To exclude the possibility that the phenotype is accounted for by greater resistance to apoptosis we analyzed stem and progenitor cells in WT and *Atxn1L^−/−^* mice, before and after 5-FU treatment, but there was no significant difference in the number of apoptotic cells (data not shown). While one might expect a higher stem cell cycling rate to be accompanied by slower HSC recovery time because 5FU would also kill the cycling KO HSCs, the faster recovery suggests the KO HSCs can become quickly activated. Furthermore, because the progenitors are also more in cycle, their rapid expansion may compensate for the effect of 5FU on the HSCs leading to faster recovery.

### Enhanced expression of genes involved in HSC proliferation in *Atxn1L^−/−^* HSCs

*Atxn1L^−/−^* HSCs are more proliferative than WT HSCs and engraft better, but do not appear to cause leukemia, at least within the time frame of our analysis. To begin to gain insight into possible regulatory mechanisms that contribute to their high proliferative capacity, we determined the gene expression differences in *Atxn1L^−/−^* vs WT HSCs using expression microarrays (Figure 5). 

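Transcript levels were measured on 5 Affymetrix mouse expression arrays, 3 hybridised with RNA from WT HSCs and 2 with RNA from Atxn1L null HSCs. The cells were bone marrow cells of the side population, which pump out Hoechst dye, that lacked lineage markers and carried c-Kit, Sca-1 and CD150, a fraction highly enriched for long-term HSCs. HSCs were pooled for each chip. The methods give about 30000 purified HSCs and an age of 8 weeks for the mice, and the sample labels give 6 to 8 weeks. The number of mice behind each pool is not given in the text. RNA of so few cells had to be amplified by T7-based in vitro transcription before it was labelled with biotin. The authors made the deposited values with GCRMA, which subtracts a background that depends on probe sequence, applies quantile normalization and gives a value per probe set, here on the log2 scale. The array medians ran from 3.03 to 3.07, and 7236 of the 18193 genes with a probe set of their own (39.8%) had a mean of at least 5 in at least 1 genotype.

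Atxn1l itself was lower in the null pools. Its probe set with the highest mean read 6.15 ± 1.02 (SD, n = 3 WT pools) and 3.53 ± 0.64 (SD, n = 2 null pools), with 6.80, 6.69 and 4.98 in the WT pools and 3.08 and 3.99 in the null pools. Another of its probe sets fell by 2.75, from 6.19 to 3.44 (limma adjusted p = 0.344), and the last read 1.32 in both genotypes, near the floor of the scale. The call of the probe set with the highest mean held without the third WT array and ended without any other 1, while that of the second held without any 1 array. Whether these probe sets lie in the part of the gene that the null allele lacks is not known from the files. Xist, which is transcribed from the inactive X chromosome of females, read 9.58 to 11.24. Of the Y-linked genes, the brighter of 2 probe sets of Eif2s3y read 8.00 to 9.21 and the other 2.86 in WT pools, while Kdm5d, at 2.66 in both genotypes, and Uty, at 4.15 and 4.05, read low.

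Control probe sets read 3 regions of the Gapdh, beta-actin and transferrin receptor transcripts. For Gapdh the 3' value exceeded the 5' value by 5.94 ± 0.07 (SD, n = 3) in WT pools and 7.27 ± 0.09 (SD, n = 2) in null pools, a difference of 1.33 on the log2 scale, or 2.51-fold. For beta-actin the excess was 6.57 ± 0.15 (SD, n = 3) and 7.35 ± 0.10 (SD, n = 2), a difference of 0.79, with 5' values that overlapped, at 5.64 to 6.36 in WT and 5.75 and 5.11 in null pools. For the transferrin receptor it was 0.20 to 0.22 in WT and 0.23 and 0.21 in null pools, where the controls read only 2.79 to 3.21, near the floor of the scale. The Gapdh 3' probe set read 11.99 and 11.98 in the 2 genotypes, while its 5' probe set read 6.05 and 4.71.

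For the comparison of the genotypes, 45037 probe sets were fitted with limma after the Affymetrix controls had been left out, with a mean per genotype, and a probe set was called higher or lower at the paper's criterion, p of at most 0.05 and a fold of at least 1.5. The annotation used here gives 34945 of them 1 gene, 932 several genes and 9160 none. No exact test of 3 pools against 2 can give a p below 0.1, so the number of arrays limits the precision of every value.

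**Figure D1:**
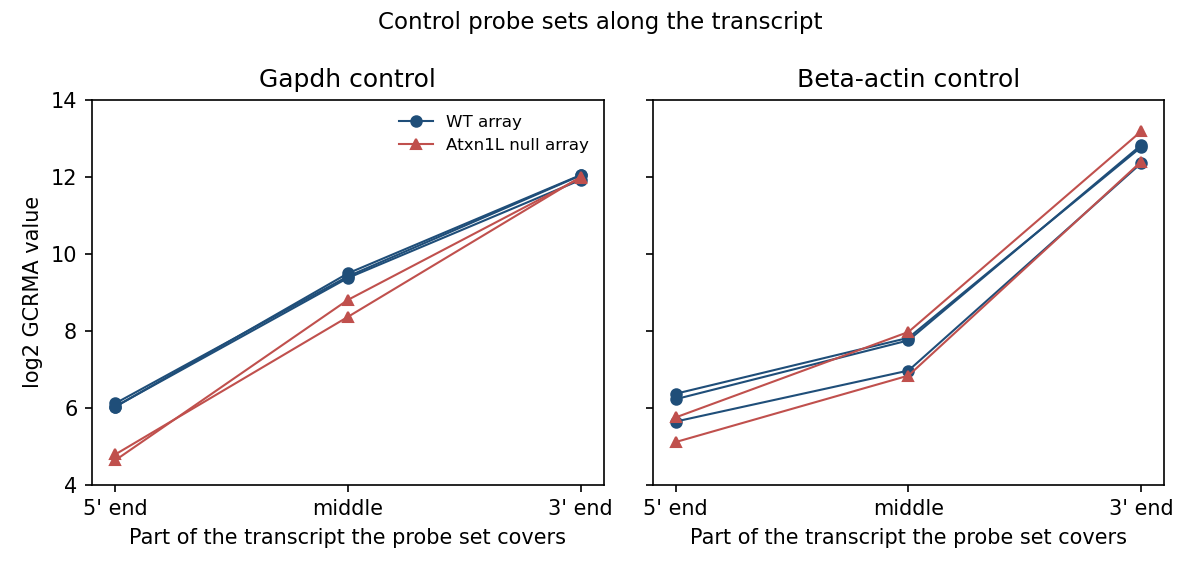
Log2 GCRMA values of the Gapdh and beta-actin control probe sets (vertical axis) at the 5' end, the middle and the 3' end of the transcript (horizontal axis), a line per array. The 5' values of Gapdh lie near 6.05 in the WT arrays and near 4.71 in the Atxn1L null arrays, while the 3' values overlap.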

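WT and Atxn1L null HSCs had closely similar profiles, and few markers of blood lineages differed between them at the criterion. Of 129 measured markers of other cell types, in 8 lists fixed before the data were examined, 1 passed the criterion: Cd27, a receptor of the tumor necrosis factor receptor family that marks multipotent and lymphoid-primed progenitors, rose from 3.41 to 4.02, a dim signal in both genotypes, and its call ended without the second WT array or the first null array. The erythroid carbonic anhydrase Car2 read 12.18 in WT and 12.07 in null HSCs, the platelet chemokine Pf4 10.99 and 10.95, the neutrophil granule gene Camp 13.42 and 13.29, and the pre-B cell gene Vpreb1 8.09 and 8.43, none of them past the criterion. Other markers, chosen after their values were seen, reached the fold without passing, among them Pdgfrb (7.51 to 8.32), Dntt (3.59 to 4.33), S100a9 (10.54 to 11.23) and Mcpt8 (5.22 to 4.52).

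The mean log2 difference, null minus WT, was 0.10 for multipotent and lymphoid-primed progenitor genes, -0.05 for erythroid, 0.04 for megakaryocyte and platelet, 0.06 for granulocyte and monocyte, 0.09 for B cell, 0.07 for T and NK cell, -0.06 for mast cell and basophil, and 0.09 for endothelial and stromal genes. The medians of the progenitor, megakaryocyte and endothelial lists had the opposite sign, all within 0.01 of 0. Some lists were mostly dim, which limits what a mean near 0 can show. A mean of at least 5 in at least 1 genotype was reached by 2 of 17 erythroid and 1 of 19 T and NK cell genes. In the granulocyte and monocyte list 16 of 22 genes reached it. With 1 array left out in turn, the granulocyte mean ran from -0.19 to 0.30, the mast cell mean from -0.20 to 0.09 and the erythroid mean from -0.09 to 0.02, so their signs rest on single arrays. By limma's camera test, the lowest p of these 8 lists, adjusted over all 32 lists tested, was 0.412.

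Across probe sets, which are not independent replicates, Pearson's r was 0.993 to 0.995 between WT arrays, 0.993 between the null arrays and 0.989 to 0.994 between arrays of different genotype. With each gene read by its probe set of the highest mean, 545 genes (3.00%) passed the criterion, 285 higher and 260 lower in null HSCs. For 3182 genes (17.5%) all null values lay on the same side of all WT values, where chance alone gives 20% if no values are tied. Pairs of arrays of different genotype shared 2.84% to 13.8% of their values, and tied values were not counted as separate. The chance share is thus below 20%, and whether 17.5% exceeds it cannot be told. The median fold of the probe sets that passed was 1.71, and 844 of them (78.6%) were below 2-fold.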

Consistent with the phenotype, where the KO HSCs are relatively normal in terms of their differentiation capacity but show an improvement of HSC activity, the gene expression differences were relatively modest. We found a total of 1013 genes that were different (484 up and 529 down; *P*-value≤0.05 and fold-change ≥1.5). 

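In the deposited values, 815 genes passed the same criterion, 418 of them higher and 402 lower in Atxn1L null HSCs, with 5 genes in both counts through different probe sets. After Atxn1l, the largest falls were those of Zfand3 (-2.37), Dnmt3a, a de novo DNA methyltransferase (-1.91), Tra2a, a splicing regulator (-1.89), Rnf5, an E3 ubiquitin ligase (-1.82), the antiproliferative gene Btg1 (-1.79), the predicted gene Gm6958 (-1.79), Ckap4 (-1.75) and Cops9, a subunit of the COP9 signalosome (-1.74), with the homeobox gene Hoxa7 between Tra2a and Rnf5 in size. The largest rises were those of Pigt, which attaches GPI anchors to proteins (2.23), the zinc finger gene Zfp612 (1.92), Prrc2c (1.68), Gmcl1 (1.49), Ofd1, a centriolar protein (1.41), the C-type lectin gene Clec1a (1.37), Thoc1, a subunit of the THO complex of mRNA export (1.35), the translation initiation factor Eif1ax (1.34), Suclg2 (1.31) and Camk2a (1.31).

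Several of these calls rest on 1 probe set of a gene. For Dnmt3a, 1 of 5 probe sets passed, and the others differed by -0.41 to 0.39. For Btg1, the brighter probe sets, at 10.24 and 11.75 in WT HSCs, differed by 0.49 and 0.35 in the other direction without passing. For Cops9, the brighter probe sets, at 12.20 and 11.79 in WT HSCs, differed by 0.10 and 0.11 against its called fall, and for Eif1ax the brightest, at 12.45, by -0.13 against a rise called on a probe set at 4.71. For Zfand3, 2 of 7 probe sets passed, and for Thoc1, 2 of 5. Ofd1 and Rnf5 have a single probe set. With 1 array left out in turn, the calls of Pigt, Tra2a and Cops9 ended in 4 of 5 cases and those of Prrc2c, Gmcl1, Suclg2, Dnmt3a, Rnf5 and Ckap4 in 3, while those of the other rises and falls named above held in all 5. The same pools also differed in the Gapdh control, whose 5' signal was lower in the null pools by 1.34 on the log2 scale.

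By limma's p alone 2517 probe sets (5.59%) lay at or below 0.05, where chance gives 2252. After Benjamini-Hochberg adjustment 1 gene was left, the transcription factor gene Creb3, named here after its value was seen, which fell by 1.23 from 7.79 to 6.56 (adjusted p = 0.0429). It was no longer left with a variance trend, after median centring, where the only gene was Tradd, without dim or cross-hybridizing probe sets, with 1 probe set per gene, or without any 1 array but the second null array. Without the first WT array 291 genes were higher and 249 lower, and without the second null array 893 and 598, with 400 genes at an adjusted p under 0.05.

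**Figure D2:**
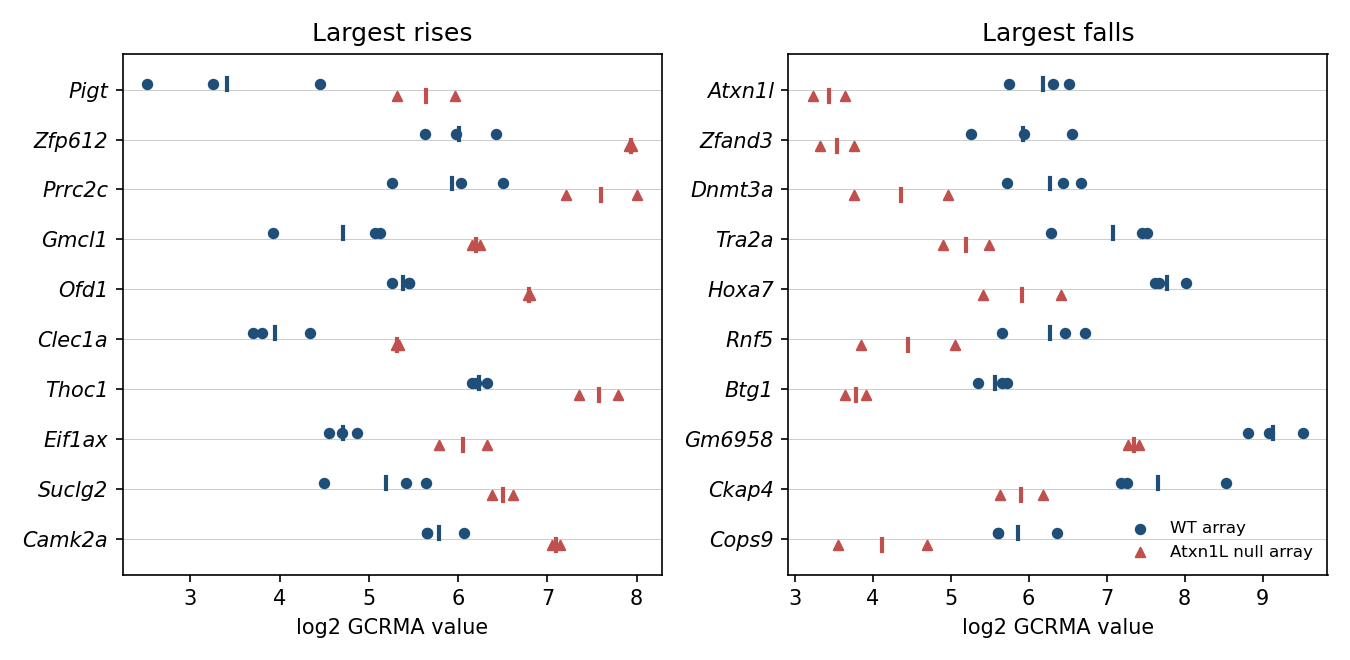
Log2 GCRMA values (horizontal axis) of the 10 genes with the largest rise and the 10 with the largest fall in Atxn1L null HSCs (vertical axis), a point per array and a bar at each genotype's mean. Zfp612 and Ofd1 had nearly the same value in both null arrays, while the WT arrays of Pigt were spread with an SD of 0.98.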

Because the *Atxn1L^−/−^* HSCs resemble super-HSCs, we considered the possibility that their expression profile would reflect enhanced expression of HSC-critical genes. To test this, we compared the gene expression differences to the list of HSC-specific “fingerprint” genes [7]. We found a significant overlap of genes that are differentially expressed in *Atxn1L^−/−^* mice compared to WT and genes that are HSC fingerprint genes (Odds Ratio = 1.685, 95% CI 1.14–2.43, *P = 0.00598*). 

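The published fingerprint list was not at hand, so its overlap was not recomputed. Of its genes, the 17 that Table 1 names were all measured, and 2 of them were higher and none lower in Atxn1L null HSCs. Col4a1, a chain of basement membrane collagen, rose by 0.69 from 7.01 to 7.70 (standard error 0.14, limma adjusted p = 0.572). Grb10, an adaptor of receptor tyrosine kinases, rose by 0.73 from 6.43 to 7.16 (standard error 0.25, limma adjusted p = 0.866). Among the 15 that did not pass, the transcription factor gene Gata2 read 8.78 in WT and 8.57 in null HSCs, the cell growth suppressor Ndn 10.66 and 10.78, and the keratin gene Krt18 10.27 and 10.26. No gene of Table 1 passed when adjusted over the list alone (lowest adjusted p = 0.171), and its mean difference was 0.02 with a median of -0.01 (camera adjusted p = 0.838). That mean ran from -0.040 to 0.086 with 1 array left out in turn, so its sign rests on single arrays. The paper's supplementary table for the autism interactome names further fingerprint genes, which were not tested as a list. Among them Eno2 was called lower, at 6.11 in WT and 5.06 in null HSCs, while calls of the others were not tallied. The Eno2 call ended without the second WT array or either null array.

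Of 23 measured markers of long-term HSCs, none passed the criterion. Procr, the protein C receptor that marks HSCs, read 13.57 in WT and 13.39 in null HSCs, and the interferon-induced Ifitm3 13.57 and 13.39. The list's mean difference was 0.06 (camera adjusted p = 0.706), and it ran from 0.002 to 0.086 with 1 array left out in turn. The Grb10 call ended when any 1 array was left out, and the Col4a1 call ended without the first null array.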

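A list of 36 measured genes with roles in HSC quiescence or maintenance, drawn up from general knowledge before the data were examined, held no gene that passed the criterion in either direction. Its brightest member was Hoxa9, for which both null pools read below every WT pool, by less than the required fold. The HSC regulator Tal1 read 9.85 in WT and 10.10 in Atxn1L null HSCs, and Gfi1, a repressor that restrains HSC proliferation, 4.84 and 4.96. The list's mean difference was 0.03 (camera adjusted p = 0.913), and no member passed when adjusted over the list alone. That mean ran from -0.004 to 0.055 with 1 array left out in turn, so its sign rests on single arrays.

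In the compendium of Table S2, genes with an effect on HSC function when ablated in mice, 2 of 89 measured genes passed on their probe set with the highest mean. By this reading a gene called only on a dimmer probe set, as Dnmt3a was above, does not count as passing. Kitl, the ligand of c-Kit, fell by 0.85 from 4.26 to 3.41 (standard error 0.27), and Smo, the signal transducer of the hedgehog pathway, rose by 0.89 from 5.94 to 6.82 (standard error 0.24). The mean difference of the compendium was -0.03 (camera adjusted p = 0.412), with none at an adjusted p under 0.05 over the list alone. The Kitl call ended without any 1 array but the second WT array and the Smo call without any 1 array but the third WT array, and each rests on 1 probe set of the gene.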

Some of the genes down-regulated in the KO are those identified functionally in other studies to have a key role in HSC maintenance and/or quiescence. For example both *HoxA7* and *HoxA9* are lower in the KO, and their loss has been associated with increased HSC proliferation [13], [14]. Similarly, *Pbx1* is lower in the KO, and also has been linked to maintaining HSC quiescence [15]. 

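Hoxa7 fell in Atxn1L null HSCs and Hoxa9 was slightly lower, below the required fold. The only probe set of Hoxa7 read 7.77 ± 0.22 (SD, n = 3 WT pools) and 5.91 ± 0.70 (SD, n = 2 null pools), a 3.62-fold fall (log2 difference -1.86, standard error 0.36; limma adjusted p = 0.518). The WT pools read 7.68, 7.62 and 8.02 and the null pools 5.42 and 6.41. Hoxa9 read 13.39 ± 0.09 (SD, n = 3) in WT and 13.10 ± 0.03 (SD, n = 2) in null HSCs. Its log2 difference of -0.29 (standard error 0.06; limma adjusted p = 0.570) is a fold of 1.22, and both null pools read below every WT pool.

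Of 22 measured genes of the Hox A and B clusters and of their TALE cofactors, Hoxa7 was lower and none was higher at the criterion, and 9 had a positive difference. The list's mean difference was -0.15 with a median of -0.01 (camera adjusted p = 0.412), and no member passed when adjusted over the list alone (lowest adjusted p = 0.0730). The mean stayed below 0 with 1 array left out in turn, but ran from -0.251 to -0.057. Hoxa7 has a single probe set, and whether it reads the 5' or the 3' part of the transcript, which differed in the Gapdh control of the same pools, is not known from the annotation used here.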

Some of the genes upregulated in the KO stem cells are associated with high stem cell quality. For example, *Tgf-beta-induced* (*Tgfbi*) is upregulated. 

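Tgfbi, an extracellular matrix protein that TGFβ induces, was higher in Atxn1L null HSCs by 3 of its 4 probe sets. The brightest read 9.48 ± 0.08 (SD, n = 3 WT pools) and 10.12 ± 0.14 (SD, n = 2 null pools), a 1.56-fold rise (log2 difference 0.64, standard error 0.08; limma adjusted p = 0.362). The other two that passed rose by 0.65, from 7.73 to 8.38, and by 0.77, from 8.97 to 9.74. The last, a dim one at 4.32 in WT and 4.25 in null HSCs, did not pass. The WT pools read 9.41, 9.47 and 9.56 on the brightest probe set and the null pools 10.02 and 10.21, so that the difference exceeded the spread within each genotype. The call of the brightest probe set ended without the second null array, and that of the gene when its probe sets were averaged.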

TGFb signaling is associated with the most long-term HSCs, which have the greatest self-renewal capacity [16]. Similarly, upregulated in the KO HSCs, is *Plagl1*, which is a member of a group of imprinted genes that are associated with somatic stem cells of multiple tissues [17].

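Plagl1, a zinc finger transcription factor expressed from the paternal allele, rose 1.92-fold in Atxn1L null HSCs. Its brightest probe set read 6.38 ± 0.41 (SD, n = 3 WT pools) and 7.32 ± 0.01 (SD, n = 2 null pools), a log2 difference of 0.94 (standard error 0.27; limma adjusted p = 0.756). Of 42 measured imprinted genes, 4 were higher and none was lower. Besides Plagl1 these were Commd1, a regulator of copper handling and NF-κB (8.18 to 9.35, log2 difference 1.17), the adaptor gene Grb10, and the tetraspanin gene Tspan32 (5.61 to 6.21, log2 difference 0.60). Peg3, another imprinted gene, read 7.51 in WT and 7.14 in null HSCs and did not pass.

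The mean difference of the imprinted genes was 0.07 with a median of 0.00137 (camera adjusted p = 0.618), and none passed when adjusted over the list alone (lowest adjusted p = 0.235). The other two probe sets of Plagl1 were dim, at 3.67 and 2.41 in WT HSCs, and did not pass. Its call ended without the first WT array and without either null array, that of Commd1 without the first null array, and that of Tspan32 without the first or second WT array or the second null array, and all 3 ended when the probe sets of a gene were averaged.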

**Figure 5:**
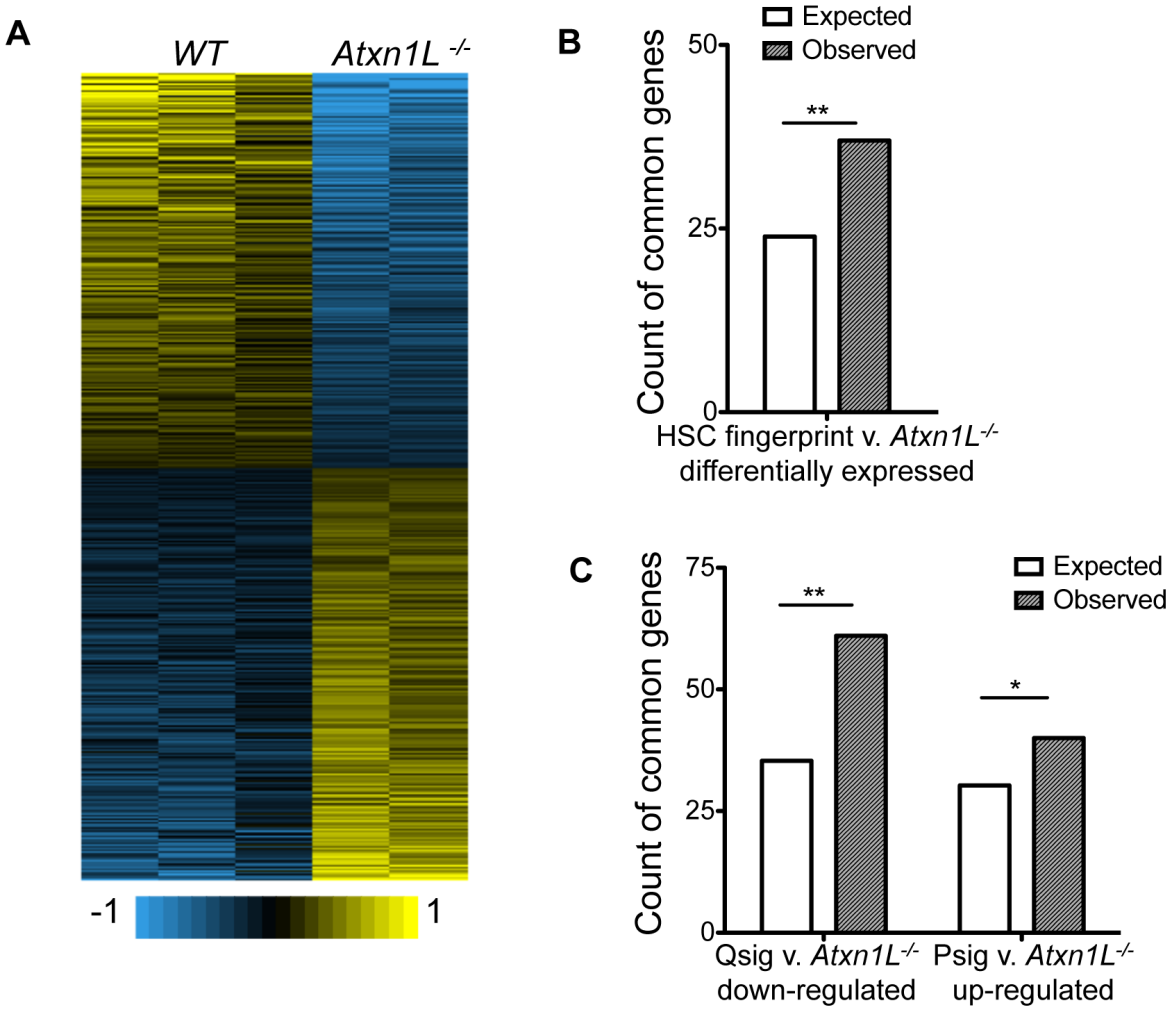
*Atxn1L^−/−^* HSCs are enriched for expression of HSC-specific genes and depleted for quiescence-associated genes. A. Heat map showing the expression profiles for each biological replicate from the microarray. B. Count of the expected and observed number of genes overlapping between the published HSC fingerprint genes [7] and genes that are differentially expressed between WT and *Atxn1L^−/−^* HSCs. (*P = 0.004152*) C. Count of the expected and observed number of genes overlapping between the published Quiescence-signature genes and genes that are down-regulated in *Atxn1L^−/−^* HSCs compared to WT (**, *P = 2.044×10^−5^*) and of the genes overlapping between the published Proliferation-signature genes and those that are up-regulated in *Atxn1L^−/−^* HSCs compared to WT. (*, *P = 0.06645*). HSCs were purified from 8-week-old mice and pooled for each chip.

To investigate the link between *Atxn1L* and HSC proliferation, we compared the transcriptional changes in *Atxn1L^−/−^* HSCs with signatures of HSCs during proliferation vs quiescence [18]. We found that there is significant overlap between the genes that are down-regulated in *Atxn1L^−/−^* HSCs and the quiescence signature (Qsig) genes (Odds Ratio = 1.914, 95% CI 1.42–2.54, *P = 2.044×10^−5^*) and a nearly-significant overlap between the up-regulated genes with the proliferation signature (Psig) gene sets (Odds ratio = 1.376, 95% CI 0.96–1.93, *P = 0.066*) (Figure 5C). These data are consistent with an impact of loss of Atxn1L on maintenance of quiescence, as shown in Figure 2 and Figure 4. 

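Among cell cycle genes, the proliferation marker Mki67 rose 1.81-fold in Atxn1L null HSCs, from 9.70 ± 0.10 (SD, n = 3 WT pools) to 10.56 ± 0.21 (SD, n = 2 null pools). Of 54 measured genes of mitosis and G2/M, 3 were higher and none was lower: Mki67 (log2 difference 0.86, standard error 0.12, limma adjusted p = 0.384), Ndc80, a kinetochore protein (0.63, standard error 0.09), and Smc4, a condensin subunit (0.69, standard error 0.19). Of the 54 mitosis genes, 32 had a positive difference. Of 45 measured genes of DNA replication and G1/S, none passed the criterion, and 31 had a positive difference. Other members of both lists, chosen after their values were seen, reached the fold without passing. In mitosis Kif2c (-1.03), Racgap1 (-0.89), Cenpe (-0.85) and Plk1 (-0.59) fell and Hmmr (0.83) rose. In DNA replication E2f1 (-0.90) fell while Rfc4 (0.63) and Pole (0.62) rose. The replication clamp Pcna read 12.51 in WT and 12.57 in null HSCs and the replication protein Rpa1 12.40 and 12.73.

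The mean difference was 0.07 for mitosis and G2/M (camera adjusted p = 0.157, and 0.921 with an estimated correlation) and 0.11 for DNA replication and G1/S (camera adjusted p = 0.104, and 0.921 with an estimated correlation). No member of either list passed when adjusted over the list alone. Both lists passed without the first WT array (means of 0.13 and 0.17) and DNA replication also without the second null array (0.13), and over all settings tried the camera adjusted p ran from 0.00217 to 0.803 for mitosis and from 8.27e-05 to 0.737 for DNA replication. With an estimated correlation no list passed in any of these settings. That form also raised p for lists with little or no estimated correlation, so this does not count against the lists. The call of Ndc80 ended without the third WT array and without the first null array, and that of Smc4 without any 1 array but the second WT array, while that of Mki67 held without any 1 array. The other two probe sets of Smc4 differed by -0.10 and -0.37. These lists stand in for a proliferation program only, and neither stands in for the quiescence signature. The published Qsig and Psig genes were not used here, so neither overlap was checked. The paper reports an overlap of its lower genes with Qsig and a nearly significant overlap of its higher genes with Psig (Figure 5C), and describes them, beside Figures 2 and 4, as in keeping with an impact of loss of Atxn1L on the maintenance of quiescence.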

Aside from a few genes, we did not see differences at the pathway level in TGFβ, Wnt or Pten/AKT pathways. 

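Few genes of the TGFβ and Wnt pathways differed between the genotypes. Of 50 measured genes of TGFβ and BMP signaling, 2 were higher and none was lower: Tgfbi, and Tgfbr3, the co-receptor betaglycan, which rose by 0.62 from 8.53 to 9.15 (standard error 0.13, limma adjusted p = 0.569). Of 74 measured Wnt genes none passed, but only 23 had a mean of at least 5 in at least 1 genotype. The list's median WT value was 3.43, so for most of these genes a dim signal limits what the result can show. On their brightest probe sets Csnk1d, a casein kinase, read 13.62 in WT and 13.59 in null HSCs and Ccnd2, cyclin D2, 13.11 and 13.09. The other probe sets of Csnk1d differed by -0.54 to 0.33 and those of Ccnd2 by -0.64 to 0.13, none past the criterion.

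The mean difference was 0.01 for TGFβ and BMP, with a median of -0.00349 (camera adjusted p = 0.738), and -0.04 for Wnt (camera adjusted p = 0.444). The TGFβ and BMP mean ran from -0.025 to 0.051 with 1 array left out in turn, so its sign rests on single arrays. By limma's fry in its mixed form, which counts changes in either direction, the unadjusted p was 0.000566 for TGFβ and BMP. It was 0.000850 for Wnt, so changes in both directions within these lists stay open. When adjusted over the list alone, no gene of TGFβ and BMP signaling passed and 1 Wnt gene did without reaching the required fold, the receptor gene Ryk, named here after its values were seen, with a difference of -0.23 (adjusted p = 0.0130 over its list) and both null pools below every WT pool. The Tgfbr3 call ended without the third WT array and without the second null array.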

The finding that the gene expression changes in *Atxn1L* null HSCs are concordant with decreased quiescence and increased HSC proliferation provides insight into the potential molecules mediating the HSC phenotypes, although the precise molecular event(s) leading to these phenotypes remains elusive.

### HSC “fingerprint” genes are unexpectedly enriched in neuronal gene sets

To determine whether additional brain-associated genes could be used to identify other hematopoietic regulators, we systematically examined genome-wide data sets available in our laboratories and in public repositories in order to test for correlations between genes important in the brain and hematopoietic system. We previously identified a set of genes uniquely expressed in HSCs relative to their differentiated counterparts (HSC “fingerprint” genes) [7], as well as genes expressed in differentiated hematopoietic lineages but excluded from HSCs. Similarly, we have developed brain protein-protein interaction networks for several proteins that are abundant in the brain and are known to cause either ataxia or autism [19]–[21]. We used the genes from these data sets to probe the Mouse Genome Informatics (MGI) repository of knock-out mouse phenotypes in order to link genes within these datasets with neurological phenotypes in existing mutant mice (Figure 6A). As expected, the genes from proteins in the ataxia and autism interactomes are enriched for genes annotated to nervous system and behavioral phenotypes by the MGI. In other words, a significant number of those genes have already been reported to result in nervous system or behavioral phenotypes after genetic manipulation (most frequently knock-out). Surprisingly, the HSC fingerprint set (319 genes) was also highly enriched for genes reported to cause a nervous system or behavioral phenotypes after genetic manipulation (Fisher's Test *P = 3.39×10^−9^*), with a Z-score similar to the enrichment of genes derived from the autism interactome (Table S1). In contrast, lists containing genes specifically expressed in multiple other hematopoietic cell types, including multiple lymphoid and myeloid cell types did not show a similar enrichment for phenotypic annotations to nervous system/behavior phenotypes. The proliferation rate of normal HSCs is low, as for most cells in the brain. To determine whether enrichment for genes reflecting the proliferation state could account for the parallels between the HSC-specific genes and the nervous system/behavior phenotypes, we performed parallel analysis with a list of genes derived from quiescent vs proliferating progenitors [18]. However, these did not show enrichment with nervous system/behavior phenotypes, indicating that the enrichment in the HSC-specific gene list is not due solely to their proliferative state.

**Figure 6:**
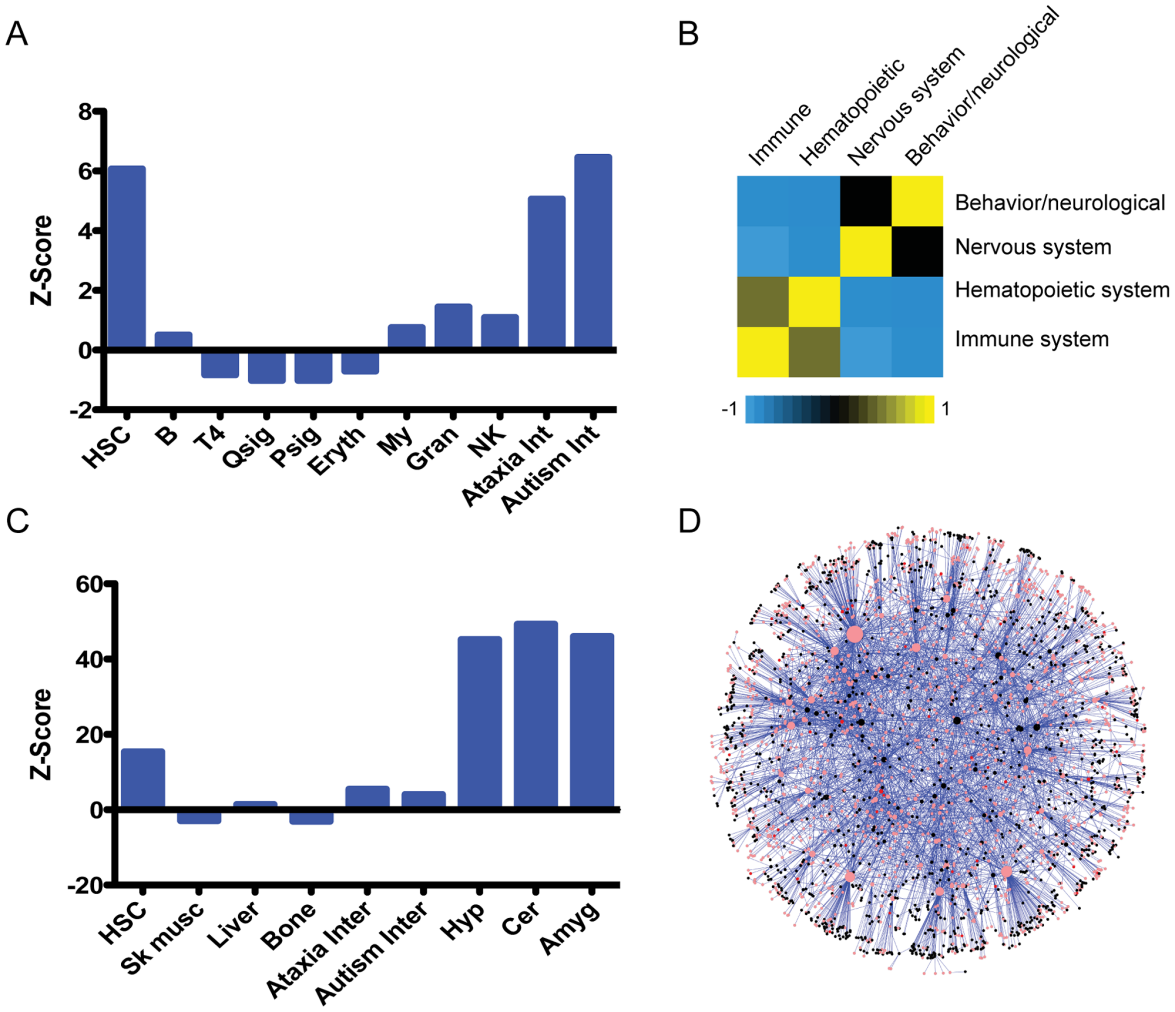
An unexpected relationship between the hematopoietic and nervous systems. A. Enrichment scores (a standardized measure of deviation between the observed overlap and expected overlap of two sets: ((observed – expected)/StDev(observed)), see methods for details) for the indicated gene sets compared to genes reported to have behavioral/neurological or nervous system phenotypes in the Mouse Genome Informatics (MGI) database; Fisher's exact tests were used to determine p-values. B. Analysis of the correlation between reported phenotypes across all genes from the MGI database, with −1 (blue) representing negative correlation, and 1 (yellow) representing high correlation. C. Enrichment analysis (same as in A above) for genes expressed in HSCs compared to the indicated gene sets. D. HSC expressed genes were mapped to the ataxia interactome. This subnetwork consists of HSC expressed nodes and their connected interacting partners that form the ataxia interactome. HSC expressed proteins are pink, HSC fingerprint proteins are red and black nodes are interacting partners. The node size corresponds to its connectedness with the rest of the network.

To examine this relationship using an independent list of genes, we took a compendium of genes shown to have an impact on HSC function when ablated in mice [22]. Among genes with a reported HSC phenotype, we found a significant enrichment in those likely to have a nervous system/behavioral phenotype (Z = 4.06; p = 5.72×10^−5^; Table S2).

### Blood versus neurological phenotypes

To ensure that this relationship between HSC-specific genes and the likelihood of a reported nervous-system-related phenotype was not simply due to a testing artifact based on properties of the MGI data, we examined the MGI database more systematically. We examined reported phenotypes for all genes in the MGI repository to determine the inherent correlation between genes tested for, and reported to have, KO phenotypes associated with the hematopoietic system, the immune system, the nervous system, and neurological/behavioral defects. In other words, we examined overlap, or similarity, between these phenotypic categories, determining the frequency with which a gene KO is reported to have both hematopoietic system defects as well as neurological phenotypes. As expected, genes that were reported to have an immune system phenotype were likely to also be reported as having a hematopoietic phenotype. Similarly, genes that were annotated as resulting in a nervous system phenotype after KO were likely to also have a behavioral phenotype (Figure 6B). However, there was very low overlap in genes listed as having a neuronal phenotype with those having a hematologic phenotype. These classes are distinctly lacking in commonly annotated genes. This contrast may arise because investigators often focus on one tissue, and therefore phenotypes in other tissues may be missed or under-reported. Nevertheless, these findings stand in sharp contrast to the significant overlap we empirically observed between our experimentally-derived HSC-specific gene sets and genes reported in MGI to have neurological phenotypes (Figure 6A). This strongly supports the concept of a unique relationship between the HSC-specific genes and the nervous system, and argues for the need of more cross-system phenotyping, and comprehensive reporting of phenotypes.

### Blood versus neurological gene expression and molecular interactions

We therefore hypothesized that we may find direct enrichment of genes expressed in HSCs in the neuronal disease protein interactomes as opposed to the indirect analyses through the MGI phenotypes. To examine this, we tested whether genes expressed in HSCs were enriched in the ataxia and autism interactome, and in gene expression data from various brain regions including the hypothalamus, cerebellum and amygdala in wild-type mice [23]–[25]. We found that HSC-expressed genes were highly enriched in all brain regions as well as in gene sets encoding proteins in the ataxia and autism interactomes (Figure 6C; Table S1). To determine the specificity of the relationship to the brain, we also compared the HSC-expressed genes to those found in data sets from skeletal muscle, bone, and liver. There was no significant enrichment in these tissues, indicating that the HSC-brain relationship is relatively unique.

The ataxia protein interactome was then independently used to generate a subnetwork comprised of HSC-expressed genes and their interacting partners (Figure 6D) and we plotted the protein interactions of this sub-network based on evidence from the ataxia interactome. The dense interconnected network that emerges suggests that at least some of the protein-protein interactions observed in the brain are likely to also take place in the HSCs based on their gene expression. The overlap with the interactome data suggests that the relationship between HSC and neuronal genes appears to be rooted in molecular interactions, and is not simply a feature of the similarity of the phenotypes reported for the relevant genes.

Finally, we examined the identity of the genes that overlap in the narrowly defined data sets. When HSC-specific genes (274 that are mapped to the human genome) are overlapped with genes encoding proteins in the Autism interactome (2437 human genes), we identify 36 genes (Table S3). Similarly, the overlap between HSC fingerprint genes and those from the Ataxia interactome (3436 genes) is 45 genes (Table S4). The genes included in both interactomes that are also HSC-specific number only 17, of which three are known to have a function in the hematopoietic system (e.g. *Gata2*). Several are implicated in the neurologic system (e.g. *Col4a2*), but few have a precisely-defined role (Table 1). Of the remainder, most have functions described outside the hematopoietic and nervous systems (e. g. *Tle1*, a Groucho-like repressor). Intriguingly, three of these (*Grb10*, *Peg3*, and *Ndn*) are monoallelically expressed depending on their parent-of-origin (imprinted), a gene group known to be enriched in multiple types of somatic stem cells [17]. Three others are members of the Wnt signaling pathway (*Mdfi*, *Tcf7l1*, *Enah*). All of these 17 genes would be intriguing candidates for further study in the hematopoietic or nervous systems.

**Table 1:** Genes present in the autism interactome, the ataxia interactome, and the HSC fingerprint.

Symbol	Name	Brain role	HSC role	Pathway or function
**Ndn**	Necdin	Hypothalamic neuron control	HSC activation	TF; imprinted gene; Prader-Willi region; interacts with nerv growth factor receptor
**Tac1**	Tachykinin 1	Hormonal neuro transmitter; critical for hippocampal fucntion	Unk	Peptide generates substance P and neurokinin peptides; KO results in lower pain response
**Ltbp3**	Latent transforming growth factor beta binding protein 3	Unk	Unk	Tgfb-binding protein; extracellular matrix; KO with craniofacial defects
**Col4a2**	Collagen type 4 alpha2	mutations cause porenchepahlay	Unk	Collagen; in all basement membranes
**Enah**	enabled homolog (Drosophila)	Unk	Unk	Homolog of Drosophila Enabled gene; cancer association; Wnt pathway target
**Grb10**	Growth factor receptor bound protein 10		Unk	Potent growth inhibitor; receptor adaptor protein; imprinted
**Mdfi**	MyoD family inhibitor	Unk	Unk	MyoD family inhibitor; negative regulator of Wnt signaling
**Jag2**	Jagged 2	Unk	HSC regulator	Ligand for Notch receptors; mutations cause craniofacial defects and lethality
**Gata2**	GATA binding protein 2	May control GABAergic neuronal cell fate	Critical HSC regulator	Transcription factor essential for blood development
**Peg3**	Paternally expressed gene 3	mutation disrupts oxytocin production	Unk	Transcription factor; imprinted
**Tle1**	Transducing like enhancer of split1	Unk	Unk	Homolog of Drosophila Enhancer-of-split; Groucho-related protein; Wnt signaling
**Pgr**	Progesterone receptor	Unk	Unk	Progesterone receptor
**Scmh1**	sex comb on midleg homolog 1	Unk	Unk	Homolog of Drosophila sex-combs on midleg; polycomb complex;
**Krt18**	Keratin 18	Unk	Unk	Keratin 18; intermediate fillament protein
**Maged1**	Melanoma antigen family D1	Unk	Unk	Melanoma antigen; Interacts with neurortrophin receptor; X-chromosome
**Tcf7l1**	Transcription factor 7 like 1	Unk	Unk	Aka Tcf3- TF involved in Wnt signal transduction
**Col4a1**	Collagen type 4 alpha 1	Unk	Unk	Collagen; in all basement membranes

Unk: Unknown.

## Discussion

We have identified surprising overlap between genes expressed in HSCs and genes that are expressed in the brain and encode proteins in protein interaction networks for neurological diseases such as ataxia and autism. We have shown that this relationship is not recapitulated by genes expressed in differentiated hematopoietic cells, but is specific to genes expressed in HSCs. Thus, these data reveal a previously underappreciated functional relationship and raise the possibility that additional genes critical for normal brain function might be candidates for regulating HSCs, and vice versa.

This finding is surprising given the generally low overlap between genes annotated to neuronal and hematologic phenotypes (Figure 6C). The fact that there is little correlation between mice with a nervous system phenotype and those with a reported hematopoietic stem cell phenotype as described in MGI, most likely reflects the limited set of phenotypes most investigators consider when studying their genes of interest. Our finding that Atxn1L, a gene identified from the Ataxia interactome, has a hematopoietic phenotype when ablated supports this concept. These data argue that this approach of highly focused phenotyping may obscure unexpected correlations that may have functional relevance. Cross-system analyses, particularly when functions might be predicted from computational approaches derived by mining available biological and *in silico* data, may be of significant value.

Our data clearly establish Atxn1L as a negative regulator of HSC function. By employing multiple functional assays we show that *Atxn1L^−/−^* HSCs are super-HSCs. They regenerate the blood of recipient mice to higher levels than WT HSCs, they recover more quickly from myeloablative treatment, and they exhibit better engraftment even after secondary transplantation, a rigorous measure of HSC self-renewal capacity. Although, there are now a number of genes that when ablated result in decreased stem cell function, there are relatively few that result in enhanced HSC activity [22]. Genes that act normally to restrain HSC activity, resulting in higher performance after KO, include *Cbl* [26], *Slug* [27], *Cdkn2c* (p18) [28] and *Gli1* [29]. Importantly, none of these genes showed significant down-regulation in *Atxn1L^−/−^* HSCs, suggesting that the mechanism of enhanced stem cell function in the *Atxn1L^−/−^* mice is distinct.

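None of Cbl, Snai2 (Slug), Cdkn2c and Gli1 was called lower in Atxn1L null HSCs. Cbl, an E3 ubiquitin ligase that limits receptor signaling, read 6.73 ± 0.42 (SD, n = 3 WT pools) and 6.82 ± 0.37 (SD, n = 2 null pools). Cdkn2c, the cyclin-dependent kinase inhibitor p18, read 6.44 ± 0.24 (SD, n = 3) and 6.49 ± 0.00207 (SD, n = 2). Snai2, a zinc finger repressor, read 3.02 and 3.33, and Gli1, a transcription factor of the hedgehog pathway, 2.68 in both genotypes, so the signal of both lay near the floor of the scale. The log2 differences were 0.09 for Cbl, 0.30 for Snai2, 0.04 for Cdkn2c and 0.00442 for Gli1, with standard errors of 0.33, 0.18, 0.16 and 0.01 (limma adjusted p = 1 for each). On these probe sets none was called lower under any of the other settings tried. Another probe set of Cbl read 5.05 and 4.44, a difference of -0.61 that did not pass.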

Many of the genes that affect HSC function impact the proliferation rate of HSCs [22]. Paradoxically, higher proliferation of HSCs is usually linked to lower HSC activity. For example, HSCs from *Irgm* KO mice show excessive proliferation and poor engraftment properties, owing to hyper interferon signaling [30], [31], and *Gfi1* mutant HSCs are also hyperproliferative and similarly defective [2]. While not well understood, this link between high HSC proliferation and poor engraftment probably relates to differentiation-associated HSC proliferation that ultimately depletes the stem cell pool. Consistent with this, some mutants that decrease HSC proliferation, for example *Gli1*, augment HSC function [29]. On the other hand, increased HSC proliferation can also be associated with enhanced HSC function: KO of *Slug* or *Gfi1b*, both putative transcriptional repressors, results in improved HSC bone marrow engraftment activity along with slightly increased HSC proliferation [27], [32], similar to our observations in *Atxn1L^−/−^* mice. Again, while not fully understood, moderately higher proliferation may enable more rapid engraftment after transplantation (similar to accelerated recovery of blood counts after 5FU) that, if not excessive, may also preserve stem cell function. These findings underscore the critical balance that is maintained to optimize the competing roles of stem cells in self-renewal and differentiation.

The molecular mechanism of the *Atxn1L^−/−^* HSC phenotype is not easy to establish at this time as no major pathways were altered in the gene expression analysis to suggest particular avenues for further study. 

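No pathway list moved past the threshold in limma's camera test, though several held single genes that changed. Of 24 immediate early and stress response genes, 2 were lower: the immediate early gene Ier2 fell by 1.29, from 9.26 to 7.97, and the heat shock gene Hspa1b by 1.05, from 7.71 to 6.66, on all 3 of its probe sets. Of 59 genes of oxidative phosphorylation, 2 subunits of respiratory complex I were higher, Ndufb9 by 0.68 (11.74 to 12.42) and Ndufb7 by 0.64 (11.48 to 12.12), and 39 had a positive difference. Of 26 genes of ribosome biogenesis and MYC, 1 was lower, the nucleolar gene Pes1, by 0.82 (7.22 to 6.40), while 18 had a positive difference. None of 43 measured ribosomal protein genes passed. Rps18 read 15.56 in WT and 15.48 in null HSCs and Rps28 15.07 and 15.08.

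The mean difference was -0.23 for immediate early and stress genes (camera adjusted p = 0.104), 0.10 for oxidative phosphorylation, 0.11 for ribosome biogenesis and MYC and 0.13 for ribosomal proteins (camera adjusted p = 0.143 for each of the 3). With 1 array left out in turn, the oxidative phosphorylation mean ran from -0.016 to 0.223, so its sign rests on single arrays. The others kept their sign, at -0.327 to -0.125 for immediate early and stress, 0.060 to 0.144 for ribosome biogenesis and 0.039 to 0.227 for ribosomal proteins. Of the 32 lists tested, 7 had an unadjusted camera p under 0.05 and none an adjusted one, and with an estimated correlation the lowest adjusted p was 0.921. That form raised the unadjusted p even where the estimate lay below the preset 0.01. For ribosome biogenesis and MYC (estimate -0.0025) it rose from 0.0258 to 0.0883, and for Capicua targets (-0.021) from 0.00883 to 0.0681. Failing it therefore does not count against a list. By limma's fry, which asks whether a list's genes move on balance in 1 direction, the lowest adjusted p was 0.662. In its mixed form, which counts changes in either direction, p was not adjusted over the lists. The unadjusted mixed p ran from 0.000566 for TGFβ and BMP to 0.931 for T and NK cell genes. It was 0.000727 for ribosome biogenesis and MYC, and 0.000850 for Wnt. Changes in both directions within these lists thus stay open. Adjustment of limma's p over the list alone left 1 lower gene of immediate early and stress (adjusted p = 0.0351). It also left 1 higher and 1 lower gene of ribosome biogenesis and MYC (lowest adjusted p = 0.0180). No gene of oxidative phosphorylation and no ribosomal protein gene was left. Without the first WT array 7 lists passed, without the second null array 6 and without the third WT array 1, but none did so in any of these settings with an estimated correlation. The call of Hspa1b ended without any 1 array but the first WT array and that of Ndufb7 without any 1 array but the second null array, while that of Ier2 held without any 1 array.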

Atxn1 and Atxn1L have both been shown to interact with the transcriptional repressor Capicua (Cic), which mediates a number of their downstream effects. In the lung, loss of the Atxn1/Atxn1L destabilizes Cic complexes leading to de-repression of activators of matrix metalloproteinases that in turn contribute to the lung alveolarization defects [11]. We have not examined protein levels of Cic in HSCs, but we do detect high expression of *Cic* in HSCs [7], which leaves open the possibility of a role for Cic in the hematopoietic phenotype as well. Ultimately, better understanding of the mechanisms that lead to enhanced stem cell function could lead to strategies to expand HSCs for bone marrow transplantation which, despite much effort, has still not been achieved.

More broadly, our work suggests the existence of molecular networks that are utilized in both brain and hematopoietic stem cells, but not their differentiated counterparts. Whether these networks are also used in other adult stem cells, as was recently suggested for imprinted genes [17] is an open question. Our work also suggests a paradigm for using cross-tissue bioinformatic analyses to identify new key regulators in blood or brain. While other genes are anecdotally linked in both systems, we expect many others could be probed. With the advent of the large-scale mouse phenotyping efforts stimulated by the knock-out mouse consortia, these types of analyses offer a parsimonious use of resources to efficiently identify important phenotypes and cross-tissue phenotype comparisons.

It is interesting to consider why this apparent relationship exists. The fact that neither HSCs nor most brain cells actively divide does not seem to be the cause, as our quiescence signature genes do not show the same enrichment as the HSC fingerprint (Figure 6). We speculate that there is either a relationship rooted in ontology or evolution that has not been previously noted, or that there is some underlying functional origin. For example, HSCs have a close relationship with other cells in their niche- perhaps they utilize a “synapse” to communicate with other key bone marrow components. Along these lines, a link has previously been noted between some genes with an impact on endothelial cell function and those involved in brain function. For example, classical axon-guidance cues also help guide blood vessel formation [33]. HSCs and endothelial cells have a close relationship that originates in their development. HSCs arise from specialized endothelial cells [34], [35] and co-express a number of key genes such as *Runx1*, *Sca1*, and *Scl/Tal1*. Thus, it is possible that underlying relationship between HSCs and the brain is also linked to their commonalities with endothelial cells. Systematic analyses with endothelial-specific genes of the type we have performed here would be required to probe this possibility further.

It is also possible that our observations of common brain-HSC networks may hold for humans. Some well known genetic syndromes have been recognized to exhibit both neurologic and hematologic components. For example, Alpha-Thalassemia mental Retardation X-linked syndrome (ATRX) is named for its involvement in both alpha thalassemia and mental retardation (OMIM 301040). Similarly, Ataxia-Telangiectasia (OMIM 208900) and Nijmegen Breakage syndrome, (OMIM 251260) have both hematologic and neurological manifestations. Furthermore, Autism patients may have higher frequencies of infections [36], which could suggest shared genetic etiology. Further studies to explore this intriguing link between the neurologic and hematopoietic system defects are clearly warranted.

## Materials and Methods

### Mice

All mice were backcrossed to the C57Bl/6 background and were housed in a specific-pathogen-free animal facility, AALAC-accredited, at Baylor College of Medicine (Houston, TX).

### Hematopoietic analyses

For peripheral blood analysis, transplant recipient mice (n = 8/genotype) were bled at 4, 8,12 and 16 weeks post transplantation. Red blood cells were lysed and samples were stained with CD45.1-APC, CD45.2-FITC, CD4-pacific blue, CD8-pacific blue, B220-pacific blue, B220-PE-cy7, Mac1-PE-cy7 and Gr-1-PE-cy-7 antibodies (BD Pharmingen, eBiosciences). FacsARIA, LSRII and FACS-Scan flow cytometers were used for analysis and cell sorting. Hematopoietic committed progenitors were analyzed based on expression of cell surface markers that can be identified using flow cytometry as described [37]. For complete blood counts, peripheral blood was collected from the retro-orbital plexus into tubes containing potassium EDTA (Sarstedt, Nümbrecht, Germany) from 8–10 week old WT and *Atxn1L^−/−^* mice (n = 10 mice/genotype) and analyzed with a Hemavet analyzer (Drew Scientific, TX, USA). LT-HSCs defined in text and legends. ST-HSCs: Sca-1^+^, c-kit^+^, CD34^+^, Flt3^−^; MPP: Sca-1^+^, c-kit^+^, CD34^+^, Flt3^+^; CLPs: Lineage^−^, IL7rα^+^, Sca-1^+^, c-kit^+^; CMP: Lineage^−^, IL7rα^−^, Sca-1^−^, c-kit^+^, CD34^+^, CD16/32^−^; GMP: Lineage^−^, IL7rα^−^, Sca-1^−^, c-kit^+^, CD34^+^, CD16/32^+^; MEP: : Lineage^−^, IL7rα^−^, Sca-1^−^, c-kit^+^, CD34^−^, CD16/32^−^.

### Bone marrow transplantation

Competitive bone marrow transplantation assays were performed by intravenous injection of admixed CD45.2 donor whole bone marrow cells with CD45.1 competitor bone marrow. Recipient C57Bl/6 mice had been lethally irradiated with a split dose of 10.5 Gy, 3 hours apart. Sex- and age-matched C57Bl/6 mice were used as competitors for every experiment. Eight recipient mice were used in each experiment (n = 8 mice/genotype), and each experiment was repeated at least twice. The competitor cell dose was kept constant at 250,000 cells in all transplants.

For the limiting dilution assays to determine repopulating units, we used 1.0×10^3^, 3.0×10^4^ and 1.0×10^5^ WT or *Atxn1L^−/−^* whole bone marrow cells pooled from (n = 3/genotype) CD45.2 sex- and age-matched mice (for the number of recipient animals in each dilution group, see Figure 2), mixed with 250,000 CD45.1 cells. Positive engraftment was scored based on multilineage repopulation of higher than 0.1%. The percentage of non-responders was calculated using the L-Calc software (StemCell Technologies).

HSC transplants were carried out as described above, but instead of whole bone marrow donor cells, purified HSCs were transplanted. Unless specified otherwise, HSCs were isolated using the side population (SP) method for Hoechst dye efflux [38], followed by KSL (c-Kit^+^, Sca1^+^, lineage^−^) and CD150^+^ staining. Recipient mice (n = 8/genotype) received 20 sorted HSCs and 250,000 WT competitor cells. Staining and isolation of HSCs were carried out as previously described [37].

For the secondary transplants, primary recipient mice were sacrificed 16 weeks post transplant and CD45.2 donor-derived HSCs were isolated as described above. Fifty HSCs were transplanted into secondary CD45.1 recipients, along with 250,000 CD45.1 competitor whole bone marrow.

### Homing assay

Homing efficiency of donor cells into the recipient bone marrow was characterized in two ways. First, 30,000 KSL cells from pooled WT and *Atxn1L^−/−^* mice (CD45.2) were isolated and transplanted into lethally irradiated CD45.1 recipient mice (n = 5/genotype). Eighteen hours after the transplant, the recipient mice were sacrificed and their bone marrow was analyzed for the presence of CD45.2 positive cells using flow cytometry. A fraction of the whole bone marrow was also plated on methylcellulose medium in 32 mm dishes (n = 5 dishes/genotype). Controls included irradiated recipient mice that received no CD45.2 marrow. The resulting colonies are derived from the CD45.2 donor cells that homed into the recipient mice bone marrow. Thus, 12 days after plating, colonies were counted in each well to assess the homing efficiency of donor cells.

### Methylcellulose cultures

HSCs were identified using the Hoechst dye efflux method along with positive staining for c-kit, Sca-1, CD150 and excluding lineage positive cells. Single HSCs were sorted in 96-well plates containing methylcellulose medium (StemCell Technologies). The number of colonies was counted at days 4, 7 and 14 and scored based on morphology on day 10.

For the *in vitro* colony proliferation assay, HSCs were sorted and plated into 6-well plates containing methylcellulose, 100 HSCs per well. Seven days later, single colonies were picked and resuspended in HBSS medium contain FBS (Gibco). The cell suspension was washed twice, stained with PI in sodium citrate and analyzed by flow cytometry.

### Retroviral transduction

MSCV-Atxn1L-IRES-GFP and MSCV-IRES-GFP vectors were packaged using HEK293T cells by co-transfecting with pCL-Eco [39]. Mice were treated with 5-fluorouracil (150 mg/Kg body weight, American Pharmaceutical Partners) 6 days before harvesting the whole bone marrow. The bone marrow was enriched for Sca-1 expressing cells using magnetic selection (AutoMACS, Miltenyi), transduced with the retrovirus as previously described [7], and grown in culture. After 48 hours, cells were collected, stained for Sca-1, c-kit and lineage markers, and GFP+ KSL cells were sorted and plated into 6-well plates containing methylcellulose medium. Ten days later, the number of colonies in each well was counted.

### Proliferation assays

Whole bone marrow from WT and *Atxn1L^−/−^* mice (n = 5/genotype) was isolated and stained for different hematopoietic progenitor populations. Cells were then fixed and stained for either BrdU or Ki-67 according to the BrdU staining protocol supplied by the manufacturer (BD-Pharmingen).

### 5-fluorouracil experiments

To determine how WT and *Atxn1L^−/−^* mice respond to stress, mice were treated with the chemotherapeutic drug, 5-FU. To determine the survival rate, mice (n = 5/genotype) received one injection of 5-FU (150 mg/Kg body weight) and analyzed for proliferation or apoptosis 3, 5 and 7 days later by flow cytometry.

In order to assess hematopoietic recovery after stress, WT and *Atxn1L^−/−^* mice (n = 10/genotype) were treated once with 5-FU and their peripheral blood counts were monitored every three days for 28 days using the Hemavet analyzer (Drew Scientific, TX, USA).

### Annexin-V assays

Annexin-V staining was used to assess cell death and apoptosis. Briefly, cells were harvested and stained with the markers of interest according to the staining protocol described above. Cells were washed twice with cold PBS and incubated at room temperature in 1× binding buffer (10 mM HEPES, 140 mM NaCl, 2.5 mM CaCl2) containing Annexin V-APC (BD-Pharmingen). Cells were analyzed by flow cytometry within one hour of staining.

### Microarray analysis

HSCs were purified as described above. Cells were purified from 8-week-old mice. Approximately 30,000 HSCs from WT and *Atxn1L^−/−^* mice were purified for RNA isolation. RNA was isolated using the RNAqueous kit (Ambion, Austin, TX, USA), and treated with DNase I. The RNA was linearly amplified using two rounds of T-7 based *in vitro* transcription using the MessageAmp kit (Ambion). The RNA was subsequently labeled with biotin-conjugated UTP and CTP (Enzo Biotech). The amplified RNA was hybridized to MOE430.2 chips according to standard protocol at the BCM Microarray core (Houston, TX). Data were analyzed by GCRMA with correction for false-discovery [40]. Data can be found in GEO, with accession number: GSE44285.

### Bioinformatics analysis

In all cases of overlap analysis between gene sets, a Fisher's exact test was performed to determine p-values and statistical significance. We also generated Z-scores to measure the deviation between the observed overlap (number of genes in common between two sets) and what would be expected if one set were fixed and a random set was generated to overlap with it (eg. array overlap with P-sig, Q-sig and the HSC fingerprint). The expected overlap size was determined as the product between frequency of the fixed set and the size of the comparator set. The frequency was determined as the number of genes in the fixed set divided by the number of all genes that could be sampled; the size of the comparator set was limited to the size of the comparator overlapped with the sample universe (i.e. when doing cross platform comparison, the comparator size was limited to the subset of the comparator represented among the universe of the fixed set. To generate the network in Figure 6D, we used homologene to map mouse gene symbols to human orthologs. We then identified all interactions in the interactome where one of the partners was expressed in HSC according to the HSC fingerprint dataset [7]. We used Cytoscape to generate the network image. We identified the gene products that were additionally identified as being HSC fingerprint genes by coloring them red. HSC expressed genes are colored pink.

For microarray data we used the R Bioconductor package GCRMA to process the low-level intensity data. We used the limma package to generate T-statistics and moderated p-values. We used the Bioconductor package mouse4302 v2.2 to determine the gene symbols for the probe sets on the array, and we used the same release to compare both the previously published HSC gene lists and our new array results.

### Ethics statement

All animal work has been conducted according to national and international guidelines. The institutional animal care and use committee (IACUC) at Baylor College of Medicine approved the animal protocols for the work described herein. No human or primate samples were used for this work (data mining only).

## Supporting Information

Table S1 Data for Figure 6A and 6C.
(XLSX) Click here for additional data file.

Table S2 A compendium of genes shown to affect HSC function was analyzed for neurological phenotype. Genes with a reported HSC phenotype were also likely to have a neurological phenotype (Z = 4.06; p = 5.72×10^−5^).
(XLSX) Click here for additional data file.

Table S3 HSC-specific genes in the Ataxia interactome.
(DOCX) Click here for additional data file.

Table S4 HSC-specific genes in the autism interactome.
(DOCX) Click here for additional data file.

# Supplementary material for: Ataxin1L Is a Regulator of HSC Function Highlighting the Utility of Cross-Tissue Comparisons for Gene Discovery
**Source:** PLoS Genet. 2013 Mar 28;9(3):e1003359. doi: 10.1371/journal.pgen.1003359
**Supplement:** Table S3 — HSC-specific genes in the Ataxia interactome.

Table S3 . HSC-specific genes in the Ataxia interactome

Shown are the expression values from microarray gene expression profiling of the genes that are HSC-specific (fingerprint genes) and are found in the ataxia interactome. Note that expression values are not directly comparable between the tissues, as the brain data are from human exon arrays, and the HSC data are from murine gene expression arrays.

# Supplementary material for: Ataxin1L Is a Regulator of HSC Function Highlighting the Utility of Cross-Tissue Comparisons for Gene Discovery
**Source:** PLoS Genet. 2013 Mar 28;9(3):e1003359. doi: 10.1371/journal.pgen.1003359
**Supplement:** Table S4 — HSC-specific genes in the autism interactome.

Table S4 HSC-specific genes in the autism interactome

| Affy probe ID | Symbol | Overall Brain | Amygdala | Cerebellum | Hypothalamus | HSC mean | Non-HSC mean |
| --- | --- | --- | --- | --- | --- | --- | --- |
| 1415923_at | **Ndn** | 9.5 | 9.2 | 9.4 | 9.9 | 7.4 | 3.3 |
| 1416598_at | **Glis2** | 7.5 | 6.8 | 8.2 | 7.4 | 7.5 | 2.3 |
| 1416783_at | **Tac1** | 8.0 | 9.2 | 4.7 | 9.0 | 5.7 | 3.7 |
| 1417900_a_at | **Vldlr** | 8.4 | 7.8 | 9.3 | 8.0 | 7.0 | 3.8 |
| 1418049_at | **Ltbp3** | 7.7 | 6.8 | 8.9 | 7.5 | 8.2 | 3.2 |
| 1418664_at | **Mpdz** | 7.7 | 7.4 | 8.0 | 7.8 | 9.5 | 3.4 |
| 1418829_a_at | **Eno2** | 11.3 | 10.8 | 11.9 | 11.3 | 7.0 | 3.0 |
| 1419137_at | **Shank3** | 8.0 | 8.0 | 8.8 | 8.5 | 7.0 | 2.7 |
| 1419301_at | **Fzd4** | 7.0 | 6.4 | 7.9 | 6.7 | 6.0 | 2.9 |
| 1421087_at | **Per3** | 7.6 | 6.9 | 8.8 | 7.4 | 6.5 | 2.9 |
| 1422477_at | **Cables1** | 7.3 | 6.9 | 7.9 | 7.5 | 5.4 | 3.1 |
| 1423635_at | **Bmp2** | 6.2 | 5.7 | 6.0 | 6.5 | 5.5 | 4.0 |
| 1424051_at | **Col4a2** | 7.0 | 6.6 | 7.4 | 7.2 | 8.1 | 2.9 |
| 1424800_at | **Enah** | 8.5 | 8.0 | 8.6 | 8.8 | 5.6 | 2.8 |
| 1425458_a_at | **Grb10** | 7.9 | 7.1 | 7.7 | 8.7 | 9.9 | 3.5 |
| 1425924_at | **Mdfi** | 5.6 | 4.9 | 7.0 | 5.2 | 6.3 | 3.4 |
| 1426431_at | **Jag2** | 7.6 | 7.3 | 7.7 | 8.0 | 7.0 | 3.1 |
| 1428066_at | **Ccdc120** | 6.7 | 5.7 | 8.7 | 6.3 | 6.5 | 3.2 |
| 1428816_a_at | **Gata2** | 6.0 | 5.2 | 6.6 | 5.9 | 5.2 | 3.4 |
| 1433768_at | **Palld** | 5.4 | 4.7 | 6.1 | 5.5 | 5.5 | 3.4 |
| 1433924_at | **Peg3** | 10.2 | 9.5 | 10.5 | 10.5 | 6.5 | 2.9 |
| 1434033_at | **Tle1** | 7.8 | 7.4 | 8.0 | 8.0 | 6.0 | 3.8 |
| 1434111_at | **Lphn2** | 8.0 | 7.9 | 7.8 | 8.3 | 6.1 | 3.2 |
| 1434112_at | **Lphn2** | 8.0 | 7.9 | 7.8 | 8.3 | 7.4 | 3.3 |
| 1437833_at | **Ltbp3** | 7.7 | 6.8 | 8.9 | 7.5 | 10.4 | 3.9 |
| 1437889_x_at | **Bgn** | 6.5 | 5.8 | 7.3 | 6.3 | 7.0 | 3.9 |
| 1439527_at | **Pgr** | 6.7 | 6.5 | 6.6 | 6.8 | 6.1 | 2.7 |
| 1440935_at | **Grb10** | 7.9 | 7.1 | 7.7 | 8.7 | 11.1 | 3.4 |
| 1441573_at | **Scmh1** | 7.7 | 7.2 | 8.8 | 7.7 | 5.1 | 3.1 |
| 1447571_at | **Elk4** | 7.0 | 6.6 | 7.6 | 6.7 | 6.4 | 3.4 |
| 1448169_at | **Krt18** | 5.2 | 4.8 | 5.9 | 5.2 | 10.4 | 3.7 |
| 1450062_a_at | **Maged1** | 10.1 | 9.8 | 10.1 | 10.3 | 7.8 | 3.3 |
| 1450117_at | **Tcf7l1** | 7.3 | 6.6 | 8.5 | 7.2 | 5.8 | 3.2 |
| 1450229_at | **Med14** | 8.8 | 8.3 | 9.5 | 8.7 | 5.2 | 3.7 |
| 1450333_a_at | **Gata2** | 6.0 | 5.2 | 6.6 | 5.9 | 9.3 | 3.1 |
| 1452035_at | **Col4a1** | 6.5 | 6.2 | 7.0 | 6.5 | 8.0 | 2.9 |
| 1454959_s_at | **Gnai1** | 9.0 | 8.7 | 9.7 | 9.0 | 7.3 | 3.1 |
| 1455359_at | **Ptpn14** | 6.1 | 6.5 | 6.5 | 5.5 | 5.2 | 3.2 |
| 1455792_x_at | **Ndn** | 9.5 | 9.2 | 9.4 | 9.9 | 12.2 | 3.7 |
| 1456189_x_at | **Ltbp3** | 7.7 | 6.8 | 8.9 | 7.5 | 7.6 | 3.5 |
| 1459358_at | **Pkp2** | 6.0 | 6.3 | 5.7 | 6.8 | 6.0 | 3.3 |

Shown are the expression values from microarray gene expression profiling of the genes that are HSC-specific (fingerprint genes) and are found in the autism interactome. Note that expression values are not directly comparable between the tissues, as the brain data are from human exon arrays, and the HSC data are from murine gene expression arrays.

How the deposited data were processed for this re-analysis (not part of the article)

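RNA from pooled, sorted HSCs was measured on 5 Affymetrix arrays, 3 with RNA from WT and 2 with RNA from Atxn1L null mice. The authors processed the probe intensities with GCRMA, whose version is not given in the sources used here, and the deposited table holds the log2 values that the authors obtained by background correction, quantile normalization and summarization, a value for each of 45101 probe sets. The log base is not stated for the table. It was read from the range of the values, and log2 is the scale that GCRMA gives by default. All 5 columns of values were mapped to a genotype from the sample labels. The replicate numbers of the labels do not document a pairing of WT and null pools, so the genotypes were compared without a block.

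From there, 64 Affymetrix control probe sets were left out and no dim probe set was removed. A linear model with a mean per genotype was fitted with lmFit and eBayes at their defaults in limma 3.58.1 under R 4.3.3. The moderated variance had 3 residual and 0.771 prior degrees of freedom. Following the paper's text, a probe set passed at an unadjusted p of at most 0.05 and a fold of at least 1.5, and a gene counted once in a direction if at least 1 probe set of that gene alone passed. Benjamini-Hochberg adjustment ran over the 45037 probe sets tested, since the paper's methods also mention a correction for false discovery. Probe sets were named from the platform's annotation as deposited. The Entrez IDs changed 0 symbols, and probe sets with several genes or none were counted in the fit but named no gene, which held for 190 of the 1074 probe sets that passed. Genes without a named probe set are not reported here, and 85 symbols of the lists had none.

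For lists of genes, each gene was read by its probe set with the highest mean. Of the 34 lists, fixed before the data were examined, 32 were tested with limma's camera at a preset correlation of 0.01 and adjusted together, with camera at an estimated correlation and fry beside it. The estimated form raised low p-values even for lists whose estimate lay below 0.01. Its failure to pass a list is therefore not read as evidence against that list. The sex-linked genes and the 4 restrainers of HSC activity were read gene by gene, and 1 of the lists tested is not reported here. The lists covered cell cycle, HSC quiescence, signaling pathways, Hox, imprinted, Capicua target, matrix metalloproteinase and ATXN1 partner genes, Table 1 and Table S2, blood and stromal cell types, stress and interferon responses, ribosome, metabolism, MHC class II, adhesion, apoptosis and p53 targets. They were written from general knowledge, apart from those of the paper's tables.

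Genes to be named were taken by a rule set with the lists: every gene the paper names for these arrays, the 10 largest rises and 10 largest falls among passing genes with a mean of at least 5 in at least 1 genotype and no overlap between genotypes, up to 4 passing members of each list in each direction or, where none passed, the 2 brightest, and every member of a list with 5 or fewer measured genes. Not every gene that the rule takes is named in the text. Any other named gene is said to have been chosen after its values were seen.

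The calls were tested on simulated data with the same 3 and 2 arrays. With a true 1.5-fold change, a log2 difference of 0.58, 38% of changed probe sets passed and 7.5% did so at an adjusted p under 0.05, with a difference of 1 the shares were 82.5% and 24%, and with a difference of 2 they were 96% and 40%. Of 44437 unchanged probe sets, 288 passed. In the real arrays, the splits other than the one by genotype gave 58 to 577 passing probe sets, so the simulated count can be too low. A list shifted by 0.5 was recovered at 0.51, and 0 of 31 other lists were called. The alternatives tried were a variance trend with robust estimation, array weights, renewed quantile normalization, median centring, leaving out dim or cross-hybridizing probe sets, other ways to treat several probe sets of a gene, other criteria, the replicate number as a block, and leaving out each array in turn.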

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

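The test of the splits of the arrays was chosen only after the result was seen, and the tests of the 5' ends were set after the control values, though before their own results.

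The 3' excess of the control probe sets, which the paper does not report on, was larger in both null pools than in every WT pool, by 1.33 on the log2 scale for Gapdh and 0.79 for beta-actin. A general loss of 5' ends in the null pools could lower the dimmest probe set of a gene against its brightest, and the median of that difference over 2424 genes was -0.0358, against -0.0347 to 0.0333 for the other splits of the arrays, too small a margin to tell. If such a loss were the whole source of the lower calls, brighter probe sets of the same genes should be split evenly around 0. In 109 of 155 genes they were lower too, with a median of -0.194 (exact sign test p = 4.47e-07). For the higher calls, which such a loss does not give directly, 96 of 152 were higher too. The median of their brighter probe sets was 0.193 (exact sign test p = 0.00148). Both tests count genes as independent, though all genes were read on the same arrays. Their p-values therefore do not measure agreement across pools. The other splits of the arrays were not tested this way, so the agreement to be found without a genotype difference is not known. Brighter probe sets could lose signal as well, since the middle Gapdh control fell by 0.84, though the middle beta-actin control differed by only -0.11 (SD 0.47 and 0.80), so loss of 5' ends and a change in the genes cannot be told apart for the lower calls, and the genotype is confounded with the RNA quality of the pools.

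The number of genes that passed, 815, was reached by 1 of the 10 splits of the arrays into 3 and 2, the real one, and the highest of the others was 462. With 10 splits no share under 0.05 can be reached.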

How the results depend on the processing

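The counts of higher and lower genes depended most on the criterion, and the count at the adjusted p on which array was left out. With no limit on the fold 1133 genes were higher and 787 lower, at 2-fold 43 and 103, and at an adjusted p with the fold 0 and 1, since fewer or more genes meet each limit. With array weights 606 were lower and 36 passed the adjusted p, and with 1 probe set per gene 260 were lower, where fewer probe sets were tested. With the replicate number as a block 243 were higher and 556 different, against 1013 in the paper. The deviations of WT and null arrays of equal number had r of -0.03 and -0.26. At the adjusted p, 2 genes passed after renewed quantile normalization, 1 after median centring, where Tradd took the place of Creb3, and 0 with the variance trend, without dim or cross-hybridizing probe sets, with 1 probe set per gene or with the block. Without 1 array in turn, 291 to 893 genes were higher, 249 to 598 lower and 0 to 400 at the adjusted p, and a lone null array was then assumed to vary like the WT arrays. Without the second null array the counts were 893, 598 and 400, and without the first WT array 291 and 249. The mean of the DNA replication list then ran from 0.033 to 0.17 and that of the mitosis list from 0.014 to 0.13, always above 0. Of the lists, 1 passed with averaged probe sets and 1 with the block, immediate early and stress in both, and 0 to 7 without 1 array, while with an estimated correlation none passed in any setting that tested them. The cause was not tested except where the setting itself gives it. Of 48 calls of named genes 8 were kept under every setting that tested them, among them Mki67, Ier2, Hdac3, Zfp612, Ofd1 and Thoc1, and 27 were lost with averaged probe sets and 30 when 1 or more of the arrays were left out in turn. None of these 48 calls turned its direction past the criterion, and calls of other genes were not followed. Averaging gave dim probe sets of a gene the same weight as bright ones, which by itself can end a call. Dim probe sets near the floor limit what Gli1 and Snai2 can show.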

Differences from the paper's values

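With the settings chosen first, the counts of genes at the paper's criterion did not differ from the paper's by more than 1.5 times. The paper took gene symbols from a Bioconductor annotation package, while the platform's annotation was used here. Whether this adds to the difference in gene counts was not tested. With a variance trend and robust estimation they came closer to the paper's, at 502 higher, 512 lower and 1005 different, against 484, 529 and 1013. Under some alternatives they differed by more: 546 genes differed with 1 probe set per gene, 539 without the first WT array and 609 without the third, and 893 were higher without the second null array. Fewer probe sets or arrays are the change made in these settings, and whether they explain the gap was not tested. The paper's text states that HoxA9 is lower in the KO. Its difference here was -0.29, a fold of 1.22, which has the stated direction in both null pools and does not reach the fold of 1.5, and it passes with no limit on the fold, whereas Hoxa7, named beside it, did. The paper's methods mention a correction for false discovery. After such a correction 1 gene was left here, and between 0 and 36 under the alternatives set before the data were examined that keep all arrays.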

Other observations

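The Capicua list was fixed before the data were examined and was tested with the others. The choice to use that test to weigh an explanation, and the test of the third WT array, came only after the values were seen.

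Among genes that Capicua is known to repress, together with feedback genes of ERK signaling, 11 of 15 had a positive difference in Atxn1L null HSCs, and the mean was 0.25. Spred1, an inhibitor of RAS and ERK signaling, rose by 0.90 from 6.90 to 7.80 on 1 of its 8 probe sets, and the call ended without either null array and, at 0.30, when its probe sets were averaged. Capicua is a partner of the ATXN1 proteins, and a candidate explanation is relief of its targets from repression. The list's camera p was 0.00883 before and 0.104 after adjustment over the lists (0.921 with an estimated correlation), so the explanation stays open, and without the first WT array the adjusted p was 0.0123, against up to 0.653 under the other alternatives, and no list passed there with an estimated correlation. Cic itself read 7.10 in WT and 6.98 in null HSCs, above the array medians. Of 9 measured partners of ATXN1, Hdac3, a histone deacetylase, rose by 0.78 from 4.19 to 4.98, the mean was 0.14 and the camera adjusted p was 0.321. That mean ran from 0.025 to 0.201 with 1 array left out in turn. The list passed without the first WT array (camera adjusted p = 0.0357), though not with an estimated correlation. When limma's p was adjusted over the list alone, 1 higher gene passed (adjusted p = 0.0178). Atxn1 read 5.45 and 5.63. Of 19 matrix metalloproteinases and their inhibitors none passed, with a mean of -0.05 (camera adjusted p = 0.412), and Timp2 read 7.80 and 7.51. Only 4 of the 19 had a mean of at least 5 in at least 1 genotype, so dim signals limit this result.

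Other stress and metabolic lists held few changes. Among 34 interferon response genes Rsad2 rose by 0.70 and Irf1 fell by 1.07, with a mean of 0.03 (camera adjusted p = 0.321). Among 16 p53 targets Ccng1 rose by 0.74 and Zmat3 by 0.75, with a mean of 0.11 and a median of 0.000153 (camera adjusted p = 0.442). Among 23 apoptosis genes the proapoptotic Bcl2l11 fell by 0.99 on 1 of its 5 probe sets, with a list mean of -0.00355 (camera adjusted p = 0.838). The call ended, at -0.09, when its probe sets were averaged. The passing one was the brightest, at 11.18 in WT HSCs, and the others read 2.87 to 5.13. The average gives these dimmer ones equal weight. The call held without any 1 WT array. When adjusted over that list alone, 2 genes were higher without reaching the fold (lowest adjusted p = 0.0235). Among 19 glycolysis genes Eno2 fell by 1.05, with a mean of -0.05 (camera adjusted p = 0.738). None of 22 adhesion and homing genes passed (mean 0.06, camera adjusted p = 0.639), and none of 8 MHC class II genes did (mean 0.18, camera adjusted p = 0.412). H2-Aa read 9.53 and 9.84, and Cxcr4 10.35 and 10.24. With 1 array left out in turn, the MHC class II mean ran from 0.0078 to 0.353. The interferon mean ran from -0.037 to 0.092, the adhesion mean from -0.049 to 0.164 and the apoptosis mean from -0.051 to 0.014. The signs of these means rest on single arrays. Some of these calls ended with 1 array left out: Rsad2 without either null array, Irf1 without the first WT or first null array, Zmat3 without the first WT array, the third WT array or the first null array, and Eno2 without the second WT or either null array. The interferon and MHC class II lists passed the preset camera test without the second null array, though not with an estimated correlation.

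Probe sets of some neutrophil granule genes gave strong signals in both genotypes although the sort removed cells with lineage markers. S100a8 read 13.42 in WT and 13.65 in null HSCs, and signals of different probe sets do not rank transcripts by abundance. Of 22 measured granulocyte and monocyte genes none passed between the genotypes.

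Genes within 10 Mb of Atxn1l passed in 11 of 185 cases (5.95%), against 802 of 17959 elsewhere (4.47%). DNA of the embryonic stem cell strain, kept around the null allele, might add such genes. The odds ratio was 1.35 (95% CI 0.66 to 2.49, Fisher's exact test p = 0.367), an interval too wide to tell. The neighbours named here were chosen after their values were seen. Tradd fell by 1.12 and, on another probe set, by 0.84, with the third lowest p of all probe sets. Dhodh, with 3 genes between it and Atxn1l, fell by 0.98 on a dim probe set (4.31 to 3.33), while its brighter one went from 4.59 to 4.78. Zfp612, with 13 between, rose by 1.92.

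On its probe set with the highest mean, Atxn1l of the third WT array lay between the genotypes, at a position of 0.55 on a scale from 0, the other WT arrays, to 1, the null arrays. On the other probe set that passed it lay at 0.23, so the pattern rests mainly on 1 probe set. Null cells in that WT pool could give such a value. Over the 809 probe sets that pass without that array its median position was 0.159, with quartiles of -0.176 and 0.387. It lay between the 0.0927 of the first WT array and the 0.367 of the second. This argues against null cells as the source of the 0.55, which lies above the upper quartile. The 0.23 lies between the quartiles, so a smaller share of null cells cannot be told from the spread. Identical values to the last digit occurred between the second WT array and the second null array in 6212 probe sets (13.8%), and in 1279 (2.84%) between the first WT and the first null array. The second WT and first null arrays shared 3987, the null arrays 4232, and WT arrays 1335 to 2322. Pearson's r of the second WT array was 0.9936 and 0.9937 with the null arrays, against 0.9929 between these. With the other WT arrays it was higher, at 0.9949 and 0.9953. The cause was not tested.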
